# CXCL12 Drives Reversible Fibroimmune Remodeling in Androgenetic Alopecia Revealed by Single-Cell RNA Sequencing

**DOI:** 10.3390/ijms26146568

**Published:** 2025-07-08

**Authors:** Seungchan An, Mei Zheng, In Guk Park, Leegu Song, Jino Kim, Minsoo Noh, Jong-Hyuk Sung

**Keywords:** androgenetic alopecia, androgen receptor, CXCL12, single-cell RNA sequencing, dermal fibrosis, stromal-immune interaction

## Abstract

Androgenetic alopecia (AGA) is a common form of hair loss characterized by androgen-driven tissue remodeling, including progressive follicular miniaturization and dermal fibrosis, which is accompanied by low-grade immune activation. However, the molecular mechanisms underlying this fibroimmune dysfunction remain poorly understood. Dermal fibroblasts (DFs) have been suggested as androgen-responsive stromal cells and a potential source of CXCL12, a chemokine implicated in fibroimmune pathology, but their precise role in AGA has not been fully established. In this study, we performed single-cell transcriptomic profiling of a testosterone-induced mouse model of AGA, with or without treatment of CXCL12-neutralizing antibody, to elucidate the pathological role of CXCL12 in mediating stromal-immune interactions. Our analysis suggested that DFs are the primary androgen-responsive population driving CXCL12 expression. Autocrine CXCL12-ACKR3 signaling in DFs activated TGF-β pathways and promoted fibrotic extracellular matrix deposition. In parallel, paracrine CXCL12-CXCR4 signaling reprogrammed Sox2^+^Twist1^+^ dermal papilla cells (DPCs) and promoted the accumulation of pro-fibrotic Trem2^+^ macrophages, contributing to impaired hair follicle regeneration. Notably, CXCL12 blockade attenuated these stromal and immune alterations, restored the regenerative capacity of DPCs, reduced pro-fibrotic macrophage infiltration, and promoted hair regrowth. Together, these findings identify CXCL12 as a central mediator of androgen-induced fibroimmune remodeling and highlight its potential as a therapeutic target in AGA.

## 1. Introduction

Androgenetic alopecia (AGA) is the most prevalent form of hair loss, characterized by the progressive miniaturization of hair follicles, particularly in the frontal and vertex scalp regions. This process leads to visible hair thinning and eventual baldness [1,2]. While often perceived as a cosmetic issue, AGA can have significant psychological consequences, including low self-esteem, anxiety, and depression [3]. Current treatment options, such as minoxidil and finasteride, are limited in efficacy and require long-term use to maintain hair density, highlighting the need for new, mechanism-based therapies [4].

The conventional understanding of AGA centers on androgen signaling, particularly through the action of dihydrotestosterone (DHT), a potent androgen that binds to the androgen receptor (AR) in dermal papilla cells [5,6,7,8,9]. AR activation alters the expression of key regulatory genes, leading to shortened anagen duration, impaired hair cycling, and follicular regression [10]. However, growing evidence suggests that the AGA pathogenesis involves more than hormonal effects alone. Histological studies of balding scalp have revealed notable dermal fibrosis, extracellular matrix (ECM) accumulation, and immune cell infiltration [11,12,13], suggesting broader dysregulation of the skin microenvironment involving stromal and immune compartments.

One molecule that may bridge androgen signaling with fibrotic and immune remodeling is CXCL12, also known as stromal cell-derived factor 1 (SDF-1). CXCL12 is a chemokine abundantly expressed in dermal fibroblasts and signals primarily through CXCR4 and ACKR3 (also known as CXCR7) [14,15,16,17]. These receptors mediate a wide range of biological processes, including tissue fibrosis, immune cell recruitment, and stem cell homing [18,19]. Previous work from our group has shown that testosterone and DHT increase CXCL12 expression in the scalp and that blocking CXCL12 promotes hair regrowth by reducing AR expression in DPCs [7]. Nevertheless, the specific cellular sources of CXCL12, the downstream target cell types, and the overall architecture of CXCL12-driven signaling in AGA remain poorly defined [17].

To address this issue, we performed single-cell RNA sequencing (scRNA-seq) in a testosterone-induced mouse model of AGA, with and without treatment using a CXCL12-neutralizing antibody. This approach enabled us to resolve the cellular heterogeneity of the skin, identify androgen-responsive cell populations, and delineate the transcriptional programs underlying AGA progression and its reversal. Our findings demonstrate that dermal fibroblasts are the primary androgen-responsive cells that produce CXCL12, which acts both autocrinally to promote fibrosis via TGF-β signaling and paracrinally to reprogram neighboring DPCs. In parallel, CXCL12-CXCR4 signaling supports the expansion of pro-fibrotic macrophages.

## 2. Results

### 2.1. Single-Cell Transcriptome Reveals Altered Skin Cell Composition in the AGA Model

We previously demonstrated that CXCL12 plays a critical role in the pathogenesis of AGA in a testosterone-induced mouse model and that a neutralizing antibody against CXCL12 (CXCL12 Ab) rescues hair loss in this context [14]. 

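Dorsal skin of 15 male C3H mice per group was pooled before it was dissociated with collagenase, freed of red blood cells and passed through a density gradient, and each pool gave 1 library. The mice were 7 weeks old at the start and 9 weeks at harvest, and the AGA model received 0.5 mg of testosterone propionate (TP) per day under the skin. The droplet assay reads the end of each polyadenylated transcript and tags every captured molecule with a unique molecular identifier (UMI), so that copies made by PCR are counted once. The control (vehicle) and TP libraries were analysed, and the TP + Ab group is not analysed here. The deposited values are the UMI counts per gene and cell barcode of the authors' Cell Ranger run on the mm10 genome, without normalization and before the study's filters. The control library held 45709 barcodes with 130999979 UMIs (median 2069 per barcode), and the TP library held 25931 barcodes with 166929585 UMIs (median 3772). With the study's limits of 200 to 8000 genes and at most 10% mitochondrial counts, the mitochondrial limit removed 3465 control barcodes (7.58%) and 5871 TP barcodes (22.6%). In TP 27 barcodes lay below and 15 above the limits on genes, some of them also over the mitochondrial limit, and in control none did, so that 42244 and 20045 barcodes of control and TP passed. Doublets were called by a rewritten form of the DoubletFinder procedure, and the 7.5% of barcodes nearest to artificial doublets were removed, 3168 in control and 1503 in TP. The 39076 control cells and 18542 TP cells that were kept had medians of 2048 and 4856 UMIs, so shares of cells with a UMI of a gene were compared after each cell was thinned to 1000 UMIs. Both libraries were integrated and clustered without Cxcl12, its receptors, the collagens, the TGF-β genes and other genes of the paper's claims. A cluster was named after a cell type, with the ending "-like", from fixed marker lists, by a score whose thresholds were set after the clusters had been seen. Levels are UMIs summed over the cells of a class per 1000000 UMIs of that class (CPM). The study's figures show the mean over cells of the natural log of counts per 10000 plus 1, which is given only where it is named as the paper's measure. Values in parentheses after a level, share or ratio are 95% intervals (exact Poisson for sums, Clopper-Pearson for shares, exact conditional for ratios) that cover counting error only. With 1 library per condition, no difference between TP and control has a replicate check and no test was made.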

To uncover the cellular and molecular mechanisms underlying AGA and the therapeutic impact of CXCL12 blockade, we performed scRNA-seq on dorsal skin from three groups: control mice, testosterone propionate (TP)-treated AGA model mice, and TP-treated mice administered a CXCL12-neutralizing antibody (TP + Ab) [20]. TP treatment induced pronounced hair loss, which was significantly attenuated by CXCL12 Ab co-treatment (Figure 1A). 

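Clustering of the 57618 kept cells gave 30 clusters, of which 25 carried the markers of 17 cell classes and 5 stayed unnamed. Together with an immune subcluster of mixed markers, the unnamed clusters held 29.9% of the control cells and 12.3% of the TP cells, and the largest of them held 16.5% and 2.11% at a median of 910 UMIs per cell. The keratinocyte-like classes together made up 55.9% (55.4 to 56.4) of the control cells and 69.4% (68.7 to 70.1) of the TP cells. An unnamed cluster of 1396 control and 259 TP cells had Shh, a marker of the inner bulge germinative layer, among its leading genes. Keratinocytes may thus be among the unnamed cells, so this difference depends on which clusters were named. DPC-like cells made up 10.5% (10.2 to 10.8) and 7.205% (6.84 to 7.59), melanocyte-like cells 1.246% and 0.938%, and lymphocyte-like cells 0.5835% and 0.620%. One of the clusters of basal interfollicular epidermis (IFE) was led by cell cycle genes and Cxcl10. Another cluster carried lymphocyte and myeloid markers together with Cxcl2 and Il1b, so the immune cells were clustered a second time on their own. Of the 71640 barcodes of the control and TP groups, 62289 passed the limits on genes and mitochondrial counts, before doublets were removed. The paper's reported values, which are over 3 groups, are 107662 cells before its filters and 82640 after them.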

From 82,640 high-quality single-cell transcriptomes, we identified 18 distinct skin cell types (Figure 1B and Figure S1), including keratinocytes, dermal fibroblasts (DFs), dermal papilla cells (DPCs), melanocytes, and immune cells such as lymphocytes and myeloid cells (Figure 1C). 

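DF-like cells were 215 of the 39076 control cells, a share of 0.550% (0.479 to 0.629), and 650 of the 18542 TP cells, a share of 3.51% (3.245 to 3.78). The TP share was 6.37 (5.45 to 7.47) times the control share. Their median depth was 2024 UMIs in control and 6824 in TP. The DF-like cluster also held 107 Schwann-like and 22 unnamed cells of the control and 130 and 16 of TP, and without them the ratio was 12.35 (9.81 to 15.7). The alternative that moved the ratio most was to count DF-like cells per IFE-like cell, which gave 2.35 (2.01 to 2.75), since the IFE-like share itself was 13.9% in control and 37.6% in TP. Myeloid-like cells numbered 114 in control, 0.292% (0.241 to 0.350), and 352 in TP, 1.90% (1.71 to 2.105), a ratio of 6.51 (5.25 to 8.11). Counting both immune clusters whole, lymphocytes included, moved this ratio most, to 2.43 (2.13 to 2.77). An immune subcluster with both T cell and macrophage markers, which held 84 control cells (0.215%) and 24 TP cells (0.129%), was left out of the class by a naming rule set after these numbers were seen. With it the ratio was 4.00 (3.36 to 4.78). Other classes with a larger share in TP were the outer bulge-like (5.43 times), dermal sheath cup-like (3.995 times), endothelial-like (3.72 times), smooth muscle-like (3.71 times), IFE suprabasal-like (3.2 times), upper hair follicle-like (2.82 times) and IFE basal-like cells (2.31 times), and that of lymphocyte-like cells was 1.06 (0.842 to 1.34) times the control share. The share of inner root sheath-like cells in TP was 0.393 (0.368 to 0.420) times that in control, and that of inner bulge germinative layer-like cells 0.266 (0.241 to 0.293) times.

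**Figure D1:**
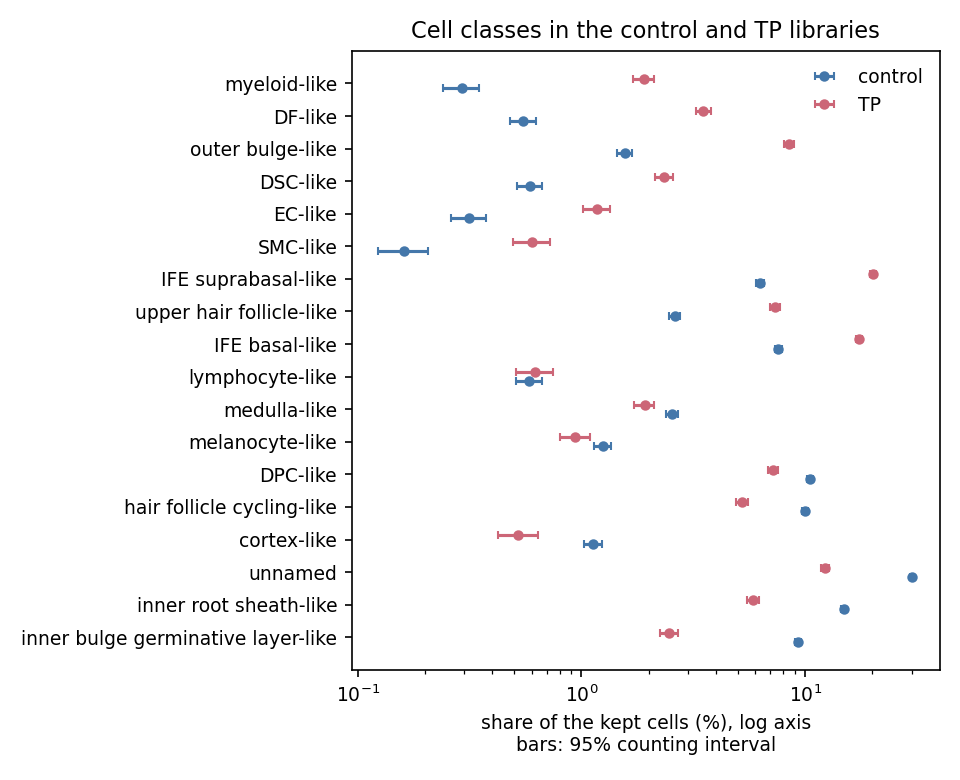
Share of the kept cells in each class, in percent on a log axis, for the control library (39076 cells) and the TP library (18542 cells), with 95% counting intervals as bars. The myeloid-like (6.51 times) and DF-like (6.37 times) classes lie at the top, by ratio of TP over control, and the inner bulge germinative layer-like class (0.266 times) at the bottom.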

While the overall cellular landscape was preserved, TP-treated skin showed marked expansion of DFs and myeloid cells (8.0- and 6.8-fold, respectively; *p* < 0.001), which was substantially restored by CXCL12 Ab treatment (Figure 1D).

At the transcript level, TP treatment led to significantly increased gene expression of AR (androgen receptor), CXCL12 (the therapeutic target), and its canonical receptor CXCR4 by 1.2-, 2.8-, and 6.2-fold, respectively, compared with control (Figure 1E). 

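On GRCm38, Cxcl12 is ENSMUSG00000061353, chromosome 6 from 117168535 to 117181368, and Cxcr4 is ENSMUSG00000045382, chromosome 1 from 128588199 to 128592299, with the genes matched by symbol. Over all kept cells, Cxcl12 was 10.1 CPM (9.495 to 10.7) in control and 19.8 CPM (19.0 to 20.5) in TP, a ratio of 1.96 (1.825 to 2.11). With each class weighted by the control's class shares in both libraries, the alternative that moved Cxcl12 most, its ratio was 0.795, and with those of TP 0.8295, both below 1. These class shares are the shares of a library's UMIs held by each of the 30 clusters. Cxcr4 had 59 UMIs in control and 327 in TP, which is 0.552 CPM (0.420 to 0.712) and 2.44 CPM (2.18 to 2.72), a ratio of 4.42 (3.34 to 5.935).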

Importantly, CXCL12 Ab treatment markedly downregulated the expression of AR, CXCL12, and CXCR4, supporting the efficacy of Ab treatment in suppressing CXCL12-driven signaling. In contrast, expression of ACKR3, which encodes the alternative receptor CXCR7, was elevated in TP-treated skin (1.7-fold; *p* < 0.001) but remained unaffected by Ab treatment, suggesting possible receptor-specific regulation or involvement in distinct signaling pathways (Figure 1E).

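Ackr3 (ENSMUSG00000044337, chromosome 1 from 90203980 to 90215724) had 3316 UMIs over all control cells and 3886 over all TP cells. Its level was 31.0 CPM (30.0 to 32.1) in control and 29 CPM (28.1 to 29.9) in TP, a ratio of 0.934 (0.892 to 0.979). The direction depended on the measure, as the ratio was 1.68 for the mean of ln(counts per 10000 + 1), the paper's measure, 1.34 for that mean after thinning, 1.11 with a TMM factor and 0.479 with the control's class shares in both libraries. IFE basal-like cells held 52.4% of the Ackr3 UMIs of the control and 39.55% of those of TP, at 241 and 101 CPM. In endothelial-like cells the level was 80.0 CPM in control and 308 CPM in TP.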

### 2.2. Androgen Induces Transcriptional Reprogramming Reversed by CXCL12 Blockade

To assess global transcriptional changes, we next performed pseudobulk differential expression analysis by aggregating single-cell profiles per experimental group (Figure 2). Comparison between TP-treated and control skin revealed 412 significantly upregulated DEGs (log_2_ fold change ≥ 1) and 129 downregulated genes (Figure 2A). In contrast, the TP + Ab group, compared with TP, showed only eight upregulated DEGs (Figure S2A). 

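The UMIs of all kept cells were summed per library and compared as log2 of counts per 10000 with a pseudocount of 0.1, over all genes of the files, 26230 of which had a UMI. By this rule 300 genes were at least 2-fold higher in TP and 140 at least 2-fold lower, so 68.2% of them were higher. These are counts over a pair of pooled libraries and carry no test. With edgeR's TMM factor in place of the library total, 447 were higher and 63 lower, which is 87.65% higher. With each class weighted by the control's class shares in both libraries, the alternative that moved the counts of lower genes most, 60 were higher and 7 lower. Of the 440 genes, 57 were among these. The median log2 ratio of the 300 higher genes was 1.31, and splitting each gene's ratio into the part from class shares and the part within classes gave medians of 0.67 and 0.63. For the 140 lower genes it was -1.19, with medians of -0.70 and -0.51.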

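The gene ontology was not used here, and gene families were taken by symbol. A family's median log2 ratio of TP over control was placed among 10000 random lists of as many genes matched on mean expression, as a description of both libraries. The 44 collagen genes had a median of 0.05, at percentile 100 of the random lists, but with the control's class shares in both libraries the median turned to -0.01 (percentile 82.0). The 33 chemokine genes had a median of 0.22 (percentile 100), and 0.09 (percentile 100) with the control's class shares. C1qa, C1qb and C1qc had a median of 1.63, and 0.57 with those shares. A cluster that held both lymphocyte-like and myeloid-like cells counts as 1 there, so differences in immune composition are not all removed. Col1a1 (ENSMUSG00000001506, chromosome 11 from 94936224 to 94953042) was 139.5 CPM (137 to 142) over all control cells and 1213 CPM (1207 to 1219) over all TP cells, a ratio of 8.70 (8.55 to 8.85), and DF-like cells held 63.3% and 92.2% of its UMIs. Over the keratinocyte classes it ranged from 5.27 CPM in cortex-like to 25.9 CPM in outer bulge-like cells of the control, and from 27.4 to 60.9 CPM in the same classes of TP. Lymphocyte-like cells, which should lack it, held 28.3 CPM (12.9 to 53.7) in control and 74.0 CPM (41.4 to 122) in TP, no less than any keratinocyte class. The ratios of Col1a2 and Col3a1 were 7.42 (7.32 to 7.52) and 4.86 (4.79 to 4.93). With the control's class shares in both libraries they were 1.73 for Col1a1, 1.69 for Col1a2 and 1.26 for Col3a1. On the paper's measure they were 3.09, 2.63 and 1.97. Cxcl2 was 9.54 (8.60 to 10.6) times as high in TP and Il1b 6.57 (5.67 to 7.64) times, and 1176 of the 1664 Il1b UMIs of TP lay in the 39 cells of the neutrophil-like subcluster that it leads.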

Gene ontology (GO) enrichment analysis of TP-upregulated DEGs revealed significant overrepresentation of biological processes related to inflammation, collagen metabolism, and ECM assembly, which are hallmark features of AGA molecular pathology (Figure 2B). Conversely, genes downregulated by TP were enriched for hair follicle morphogenesis, supporting the TP-treated AGA model’s reliability in capturing transcriptional signatures of hair loss (Figure 2B). 

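The 20 hair keratin genes (Krt25 to Krt28, Krt31 to Krt36 with Krt33a and Krt33b, Krt71 to Krt73, Krt75, Krt81 to Krt84 and Krt86) had a median log2 ratio of -0.58 (percentile 0 of the random lists), and 19 of them were lower in TP. With the control's class shares in both libraries the median was -0.02, at percentile 64.5 of the lists. The 51 genes of keratin-associated proteins had a median of -0.04 (percentile 0), and -0.01 with those class shares (percentile 1.545). Within the inner root sheath-like cells themselves, Krt71 was 3897 CPM in control and 3701 CPM in TP. Among genes with at least 200 UMIs in both libraries together, the largest falls in log2 CPM ratio (pseudocount of 1 UMI) were those of Krtap16-3 (-4.18, from 216 to 14 UMIs), Krtap22-2 (-3.96), Cnr1 (-3.54), Cxcl5 (-3.01) and Dcdc2a (-2.91).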

Notably, Ab treatment restored the expression of hair follicle morphogenesis-related genes (Figure S2B) while suppressing TP-induced activation of ECM assembly, collagen fibril organization, and chemokine signaling pathways, highlighting the therapeutic effects of CXCL12 blockade (Figure S2C).

To quantitatively assess the reversal effect of CXCL12 inhibition, we evaluated the correlation between gene expression changes in TP vs. control and those in TP + Ab vs. TP. A strong negative correlation (*R* = −0.72, *p* < 0.0001) indicated that many androgen-dysregulated genes were reversed by Ab treatment (Figure 2C). To systematically investigate this reversal effect, we identified a set of ‘Ab-reversed DEGs’, defined as genes significantly upregulated in TP compared with control but downregulated in TP + Ab compared with TP. Among these, we identified 93 Ab-reversed DEGs [21], which represent a core gene set associated with the effect of CXCL12 inhibition (Figure 2D). These genes were significantly enriched for pathways involving chemokine-mediated signaling, complement activation, collagen biosynthesis, ECM organization, and collagen fibril assembly (Figure 2E). Gene set enrichment analysis (GSEA) based on ranked fold change differences further confirmed the involvement of inflammatory responses, collagen and ECM remodeling, and myeloid cell activation and migration in the AGA pathogenesis, all of which were diminished by CXCL12 Ab treatment (Figure S3).

### 2.3. DFs Are Key Androgen-Responsive Cells Driving CXCL12 Expression

To identify the cell types responsible for CXCL12 upregulation in AGA, we first examined the expression of the androgen receptor gene AR across skin cell types (Figure 3A). Notably, AR expression was markedly enriched in mesenchymal lineages, particularly DFs. To assess AR signaling activity, we next calculated AR module scores using a curated set of AR-responsive genes. DFs showed the highest scores among all cell types (*p* < 0.001), which were elevated by TP treatment and were significantly reduced upon CXCL12 Ab administration (Figure 3B,C). These findings suggest that DFs are the principal androgen-responsive population in AGA and that CXCL12 blockade attenuates androgen-driven transcriptional activity in these cells. Cell–cell interaction analysis further supported that mesenchymal lineages were the predominant recipients of testosterone-mediated signaling (Figure S4A) [22], while DFs in TP-treated mice showed strong activation of these pathways, which was markedly diminished by CXCL12 Ab treatment (Figure S4B).

We next sought to identify downstream transcriptional targets of AR by correlating module scores with gene expression levels in DFs (Figure 3D). Notably, Cxcl12 emerged as one of the top genes positively correlated with AR activity (*R* = 0.35, *p* < 0.0001), suggesting a functional link between androgen signaling and CXCL12 transcription in DFs (Figure S5). Although DPCs and dermal sheath cup cells also express AR, they showed weaker AR module activity. We hypothesized that differential chromatin accessibility might explain their reduced responsiveness. To test this, we analyzed public single-cell ATAC-seq data from mouse skin (GSE227784) and identified DF and DPC populations based on gene activity profiles of known markers (Figure 3E and Figure S6) [23]. Interestingly, using chromVAR analysis [24], we found AR motifs to be significantly more accessible in DFs than in DPCs, reflected by a higher deviation Z-score (DF median = 1.0 vs. DPC = −0.44) (Figure 3F). Together, DFs emerge as central effectors of androgen-driven CXCL12 expression, with epigenetic regulation that contributes to their responsiveness, attenuated by CXCL12 blockade.

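Among the cell classes, endothelial-like cells held the highest level of Cxcl12 in both libraries, 837 CPM (741 to 943) in control and 469.5 CPM (421 to 522) in TP. DF-like cells followed with 214 CPM (177 to 255.5) in control and 253 CPM (239 to 268) in TP, and outer bulge-like cells held 98.4 and 62.4 CPM. Of the Cxcl12 UMIs of the control, DPC-like cells held the largest part, 26.1%, followed by endothelial-like (25.2%), outer bulge-like (13.7%) and DF-like cells (11.2%). Of those of TP, DF-like cells held 47.3%, outer bulge-like 20.1%, endothelial-like 12.9% and DPC-like cells 3.28%.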

### 2.4. CXCL12 Acts in an Autocrine Manner in DFs to Activate TGF-β Signaling and ECM Remodeling

To explore how CXCL12 upregulation in DFs contributes to the AGA microenvironment, we next performed cell–cell interaction analysis (Figure 4). Among the differentially expressed ligands in DFs (defined as >30% expression and log_2_ fold change >0.5), CXCL12 ranked as the second most potent ligand based on predicted ligand activity, highlighting its central role in intercellular communication within AGA skin (Figure 4A). 

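Within DF-like cells, Cxcl12 had 121 UMIs in control and 1253 in TP, at ratio 1.18 (0.982 to 1.44) in CPM, so a difference was not detectable at this depth. Without the Schwann-like and unnamed cells of the cluster, the alternative that moved this ratio to the other side of 1, it was 0.912 (0.741 to 1.13), and a TMM factor computed within the class moved it most, to 1.56. After thinning to 1000 UMIs, which left out 46 control and 32 TP cells, 14.2% (9.32 to 20.4) of the control DF-like cells and 17.6% (14.7 to 20.9) of those of TP had a Cxcl12 UMI. Unthinned, the shares were 27.9% and 49.85%. In inner root sheath-like cells, at median depths of 2051 and 4684 UMIs, 0.1625% and 0.0944% of the thinned cells had one. The ligand activity model was not rerun.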

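In DF-like cells, Ackr3 was 272 CPM (231 to 319) in control and 237 CPM (224 to 251) in TP, a ratio of 0.871 (0.7355 to 1.04). Without the Schwann-like and unnamed cells of the cluster the ratio was 0.810 (0.658 to 1.01). It lay above 1 with a TMM factor (1.145) and on the paper's measure (1.12). These cells held 4.64% of the Ackr3 UMIs of all kept control cells and 30.2% of those of TP.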

We then identified ACKR3 as a key receptor for CXCL12-driven autocrine signaling in DFs, supported by ligand-receptor interaction analysis using NicheNet [25], which showed the highest communication probability for the DF-autocrine CXCL signaling network (Figure 4B and Figure S7). In addition, the proportion of Ackr3^+^ DFs increased in the TP group, then decreased following CXCL12 Ab treatment. 

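Of the DF-like cells thinned to 1000 UMIs, 27 of 169 in control, 16.0% (10.8 to 22.4), and 107 of 618 in TP, 17.3% (14.4 to 20.5), had an Ackr3 UMI. Without thinning, which leaves the deeper TP cells more chances to show a UMI, the shares were 32.1% (25.9 to 38.8) and 44% (40.1 to 47.9). The unthinned share ran against the level in CPM, which was not higher in TP, so no order was read from it. The background, read in inner root sheath-like cells thinned to the same depth, was 0.253% in control, and 0 of 1059 cells in TP, which allows a share of up to 0.283%.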

Downstream of the CXCL12-ACKR3 signaling axis, predicted target genes included *Col16a1*, *Mmp2*, *Anxa1*, and *Tgfbr2* (Figure S8A). 

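Of these genes in DF-like cells, Anxa1 (ENSMUSG00000024659, chromosome 19 from 20373434 to 20390671) was 348 CPM (301 to 400.3) in control and 1191 CPM (1161 to 1222) in TP, a ratio of 3.42 (2.97 to 3.96), and 2.84 (2.40 to 3.38) without the Schwann-like and unnamed cells of the cluster. Mmp2 (ENSMUSG00000031740, chromosome 8 from 92827290 to 92853421) had a ratio of 1.54 (1.37 to 1.73), but 1.08 (0.958 to 1.22) without those cells. Col16a1 (ENSMUSG00000040690, chromosome 4 from 130047817 to 130099277) had 59 UMIs in control and 634 in TP, a ratio of 1.23 (0.940 to 1.63), and 0.9495 (0.703 to 1.31) without those cells, so no difference was detectable. For Tgfbr2 (ENSMUSG00000032440, chromosome 9 from 116087695 to 116175363) the level was 327 CPM (281.5 to 378) in control and 570.3 CPM (549.5 to 592) in TP.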

GO enrichment analysis of these targets revealed significant associations with fibrosis-related biological processes, including TGF-β response and ECM assembly (Figure 4C). Notably, in the GO cellular component category, these genes were enriched in terms related to collagen-containing ECM, supporting a pro-fibrotic role for CXCL12-mediated signaling in AGA (Figure 4D).

We further observed that several TGF-β signaling components (e.g., *Tgfbr2*) and ECM genes (*Col1a2*, *Col3a1*, and *Col6a2*) exhibited strong co-expression with ACKR3 in DFs (Figure 4E). This co-expression was elevated in the TP-treated AGA group compared with controls and reduced after CXCL12 Ab treatment. 

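In TP, 107 DF-like cells had an Ackr3 UMI after thinning, and of these 59.8% (49.9 to 69.2) also had one of Tgfbr2, against 37.4% (33.2 to 41.7) of the 511 cells without Ackr3. Col1a2 was found in 99.1% of the Ackr3-positive and 94.3% of the Ackr3-negative cells, and Col3a1 in 100% and 94.9%. For Col6a2 the shares were 40.2% (30.8 to 50.1) and 41.5% (37.2 to 45.9). Unthinned, the Ackr3-positive TP cells held Tgfbr2 in 93.4%, Col1a2 in 99.65%, Col3a1 in 100% and Col6a2 in 89.5% of cases. In thinned inner root sheath-like cells of TP, Tgfbr2 was found in 0.378%, Col1a2 in 5.76% and Col3a1 in 5.29% of the cells, and Col6a2 in 0 of 1059. In the cluster without its Schwann-like and unnamed cells, Tgfbr2 was found in 50% (39.3 to 60.7) of the Ackr3-positive and 39.4% (34.6 to 44.3) of the Ackr3-negative TP cells. There, Col1a2 was found in 100% and 99.8% and Col3a1 in 100% and 99.5%, so hardly any difference was left for these genes. For Col6a2 the shares there were 32.2% (22.8 to 42.9) and 41.8% (37.0 to 46.7).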

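In control, 27 DF-like cells had an Ackr3 UMI after thinning. Tgfbr2 was found in 25.9% (11.1 to 46.3) of them, Col1a2 in 81.5% (61.9 to 93.7), Col3a1 in 96.3% (81.0 to 99.9) and Col6a2 in 25.9% (11.1 to 46.3). Of the control cells without Ackr3, 23.9% held Tgfbr2, 80.3% Col1a2, 83.1% Col3a1 and 36.6% Col6a2. Unthinned, the shares in the Ackr3-positive control cells were 71.0%, 97.1%, 98.55% and 66.7%, in the same order. Without the Schwann-like and unnamed cells of the cluster, Tgfbr2 was found in 7 of 21 Ackr3-positive control cells and Col6a2 in 9, and every one of them held Col1a2 and Col3a1. Of the 65 Ackr3-negative control cells there, 24 held Tgfbr2, 31 Col6a2, 64 Col1a2 and 64 Col3a1. In inner root sheath-like cells of the control, thinned alike, the shares were 0.4695% for Tgfbr2, 1.93% for Col1a2, 1.99% for Col3a1 and 0.0361% for Col6a2.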

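Col1a1 was 16681 CPM (16346 to 17021) in control DF-like cells and 30291 CPM (30138 to 30445) in those of TP, a ratio of 1.82 (1.78 to 1.85). Col1a1 was also one of the markers that named this class, although no collagen gene took part in the clustering. The ratios were 1.845 (1.81 to 1.88) for Col1a2 (ENSMUSG00000029661, chromosome 6 from 4505618 to 4541543), 1.685 (1.65 to 1.72) for Col3a1 (ENSMUSG00000026043, chromosome 1 from 45311538 to 45349706) and 1.12 (0.994 to 1.26) for Col6a2 (ENSMUSG00000020241, chromosome 10 from 76595756 to 76623630). Without the Schwann-like and unnamed cells of the cluster, which made up more of its control cells than of its TP cells, they were 1.26 (1.235 to 1.29), 1.255 (1.23 to 1.28) and 1.19 (1.16 to 1.22), and for Col6a2 0.8003 (0.706 to 0.910), on the other side of 1. For the TGF-β receptors the ratios in the whole cluster were 0.602 (0.467 to 0.785) for Tgfbr1 (ENSMUSG00000007613, chromosome 4 from 47353222 to 47414926), 1.74 (1.503 to 2.035) for Tgfbr2 and 1.54 (1.39 to 1.71) for Tgfbr3 (ENSMUSG00000029287, chromosome 5 from 107106567 to 107289629). Those without the other cells were 0.568, 1.49 and 1.43. On the paper's measure, the mean of ln(counts per 10000 + 1), the ratio of Tgfbr1 lay above 1, at 1.08.

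**Figure D2:**
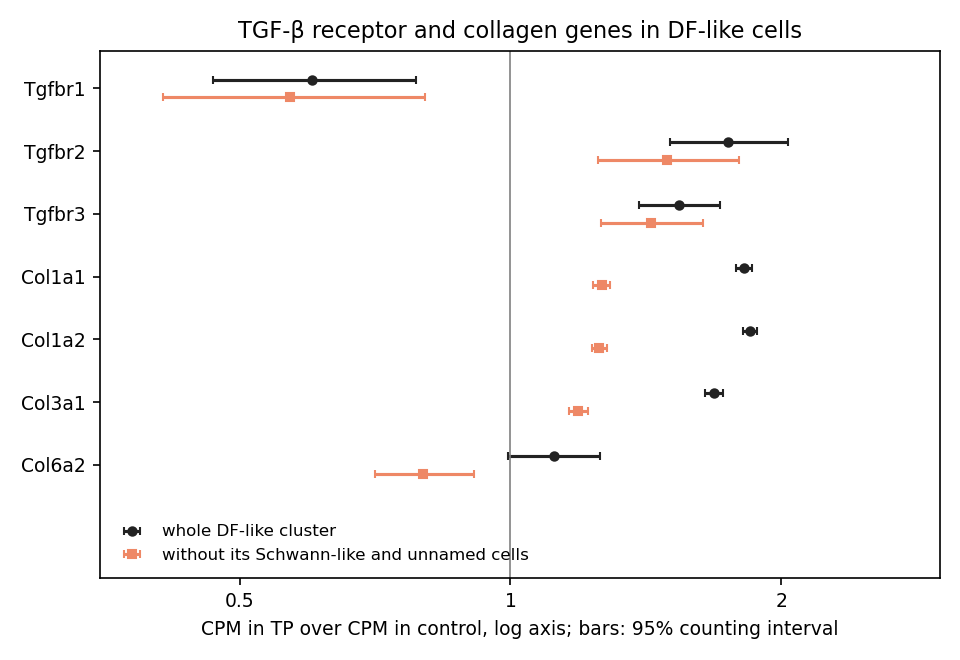
Ratio of CPM in TP over CPM in control within DF-like cells, on a log axis, for 3 TGF-β receptor and 4 collagen genes, with 95% counting intervals as bars. Circles give the whole cluster (215 control and 650 TP cells) and squares the cluster without its Schwann-like and unnamed cells (86 and 504), where Col6a2 moves from 1.12 to 0.8003.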

Expression levels of these genes followed a similar pattern, with significant upregulation in the TP group and reversal upon Ab treatment, indicating that CXCL12-ACKR3 signaling promotes TGF-β-driven collagen production in an autocrine manner (Figure S8B). These results suggest that androgen-induced CXCL12 expression in DFs activates an autocrine loop through ACKR3, driving TGF-β signaling and ECM deposition, which contributes to fibrotic remodeling in AGA skin.

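Among the TGF-β ligands in DF-like cells, Tgfb2 (ENSMUSG00000039239, chromosome 1 from 186622787 to 186709697) was 76.0 CPM (55 to 102) in control and 208.5 CPM (196 to 222) in TP, a ratio of 2.74 (2.02 to 3.815), and 2.35 (1.62 to 3.52) without the Schwann-like and unnamed cells. Tgfb1 had 7 and 52 UMIs, a ratio of 0.849 (0.384 to 2.22), and Tgfb3 11 and 97, a ratio of 1.01 (0.539 to 2.09), so no difference was detectable in either. The paper proposes that CXCL12 made by DFs under androgen acts back on the same cells through ACKR3 and drives TGF-β signaling and ECM deposition. The basis given is the predicted CXCL12-ACKR3 interaction, the co-expression of ACKR3 with TGF-β and ECM genes, and their levels (Figure 4 and Figure S8). The paper also reports that the Ackr3-positive share, this co-expression and these levels fell after CXCL12 antibody, in the group not analysed here.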

### 2.5. CXCL12-CXCR4 Signaling Alters DPC Subpopulations and Promotes ECM Remodeling in AGA

While CXCL12 signaling promotes fibrosis via autocrine effects in DFs, we next examined its potential paracrine effects on DPCs, which play a central role in hair cycling regulation. To identify cell populations most affected by androgen and rescued by CXCL12 blockade, we analyzed Ab-reversed DEGs in each cell type (Figure 5A). DPCs exhibited the largest number of Ab-reversed DEGs (n = 239), suggesting that they are a key target of both androgen-induced pathogenesis and CXCL12-mediated reversal (Figure 5B). Functional enrichment of these Ab-reversed DEGs in DPCs revealed strong associations with ECM organization, cell-substrate adhesion, and cell-matrix adhesion, patterns also observed in DFs (Figure 5C). Additionally, several cell-type-specific Ab-reversed DEGs, including those in keratinocytes, also showed significant changes in ECM assembly, collagen fibril organization, and ECM organization in the AGA niche (Figure S9). 

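The cells that could receive CXCL12 through Cxcr4 were counted by class. DPC-like cells held 25.4% of the 59 Cxcr4 UMIs of the control and 45.6% of the 327 of TP. Myeloid-like cells held 13.6% and 26.3%, at 34.2 CPM (14.8 to 67.4) in control and 56 CPM (44.8 to 69.2) in TP. In DF-like cells 2 UMIs in control and 1 in TP were found, a ratio of 0.0572 (0.000969 to 1.098). DPC-like cells themselves held Cxcl12 at 23.4 CPM (20.8 to 26.3) in control and 10.2 CPM (8.18 to 12.6) in TP. The interaction models of the study were not rerun.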

Notably, CXCL12-CXCR4 signaling from DFs to DPCs was enriched in TP compared with control (Figure 5D). In addition, CXCR4 expression was significantly elevated in DPCs of TP-treated mice (12.7-fold compared with control) and returned to near-baseline levels following CXCL12 Ab treatment, with limited changes in ACKR3 (Figure S10A).

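Of the 4099 DPC-like cells of the control, 2272 lay in 1 cluster that held 289 of the 1336 of TP, and 1047 of those of TP lay in another, which held 1827 of the control. Cxcr4 had 15 UMIs in the control cells and 149 in those of TP, which is 1.2 CPM (0.700 to 2.06) and 17.5 CPM (14.8 to 20.5), a ratio of 14.0 (8.215 to 25.6). Under the alternatives the ratio lay between 12.3 without removal of doublets and 18.6 on the paper's measure. A Cxcr4 UMI was found in 0.3415% of the control and 8.31% of the TP cells, and after thinning to 1000 UMIs, which left out 351 and 73 cells, in 0.08004% (0.0165 to 0.234) and 1.27% (0.726 to 2.05). In inner root sheath-like cells (median depths 2051 and 4684 UMIs, against 2443 and 5238 in DPC-like cells) 0 of 5538 control and 1 of 1059 TP cells had one after thinning. Ackr3 had 55 and 29 UMIs in DPC-like cells, a ratio of 0.743 (0.457 to 1.185), so no difference was detectable.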

To dissect DPC heterogeneity, we performed unsupervised subclustering of DPCs (Figure 5E), revealing five distinct subpopulations: (1) Fgf10^+^ Rspo3^+^ active anagen DPCs, (2) Bmp4^+^ Bmp6^+^ quiescent telogen DPCs, (3) Sox2^+^Twist1^+^ DPCs, (4) Mki67^+^ proliferating DPCs, and (5) Acta2^+^ myofibroblast-like DPCs (Figure 5F). 

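DPC-like cells were integrated and clustered again without Fgf10, Rspo3, Bmp4, Bmp6, Sox2 and Twist1, which gave 7 subclusters at resolution 0.3. They are compared by number. Subcluster 2 carried proliferation markers, with Mki67 at 339.7 CPM in control and 146 CPM in TP. It was not alone in this, as Mki67 in subcluster 4 was 446.6 CPM (373 to 531) in control and 52.9 CPM, from 3 UMIs, in TP. Subcluster 4 had a median of 735 UMIs per cell in control and stayed unnamed, and it held 8.61% of the DPC-like cells of the control and 5.69% of those of TP. Subcluster 6 was myofibroblast-like by its markers and scored higher for dermal sheath cup markers than for DPC markers, with 3.68% and 2.02%. At resolution 0.6, 11 subclusters were found, the change that moved their number most.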

While all clusters expressed canonical DPC markers such as *Fgf7* and *Corin*, each exhibited distinct functional characteristics. The active anagen cluster (DPC-1) strongly expressed *Fgf10* and *Rspo3*, known to promote epithelial proliferation via Wnt signaling [26,27]. 

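Fgf10 was highest in subcluster 0, at 3037 CPM (2985 to 3090) in control and 1602 CPM (1553 to 1652) in TP. Rspo3 was also highest there, at 2815 and 2101 CPM. The lowest Fgf10 level in TP was that of subcluster 5, 134 CPM (118 to 151), where Rspo3 was 1271 CPM. Subcluster 0 held 31.0% of the DPC-like cells of the control and 31.1% of those of TP.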

The quiescent telogen DPC cluster (DPC-2) was marked by *Bmp4* and *Bmp6*, which inhibit telogen-to-anagen transition [28,29]. 

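Bmp6 was 969.8 CPM in control and 1421 CPM in TP in subcluster 1, and 970.5 and 1323 CPM in subcluster 3. Bmp4 was 374 and 459.9 CPM in subcluster 1 and 417 and 547 CPM in subcluster 3. In TP it was highest in subcluster 5, at 706 CPM (669.6 to 744). Subcluster 1 made up 36.4% of the DPC-like cells in control and 14.1% in TP, and subcluster 3 6.51% and 21.8%.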

The cluster DPC-3 exhibited low expression of *Fgf10* and *Rspo3* but was marked by high levels of *Sox2* and *Twist1*, suggesting a distinct identity from classical anagen or quiescent DPCs.

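Sox2 (ENSMUSG00000074637, chromosome 3 from 34649995 to 34652461) and Twist1 (ENSMUSG00000035799, chromosome 12 from 33957671 to 33959831) were highest in different subclusters of TP. Sox2 was 299 CPM (278 to 320.5) in subcluster 0 and 87.5 CPM (74.9 to 101.5) in subcluster 5. Twist1 was 656 CPM (621 to 693) in subcluster 5 and 338 CPM (316 to 362) in subcluster 0. In control, Sox2 was 125 CPM in subcluster 0, and subcluster 5 had only 5 UMIs of it. Without integration, 1 subcluster of 6 had the highest Twist1 level of TP, 527 CPM (504 to 551), together with Sox2 at 203 CPM (189 to 218), against 204 CPM (178 to 234) in the subcluster with the most Sox2.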

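Subcluster 5 held 10 of the control and 277 of the TP DPC-like cells, which is 0.244% (0.117 to 0.448) and 20.7% (18.6 to 23.0). Its leading genes include Msantd1 and Galnt9, which were among the genes with the largest rises in DPC-like cells of TP, and nearly all of its cells come from the TP library. Its Cxcr4 level in TP was 43.2 CPM (34.5 to 53.4), from 85 UMIs. Subcluster 3 followed at 17.8 CPM (12.6 to 24.5) and subcluster 2 at 11.4 CPM, and no UMI was found in subclusters 4 and 6, whose intervals reach 65.05 and 26.6 CPM. Without integration, the subcluster with the highest Cxcr4 level held 42.6% of the TP cells at 27.5 CPM, the alternative that moved both values most.

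**Figure D3:**
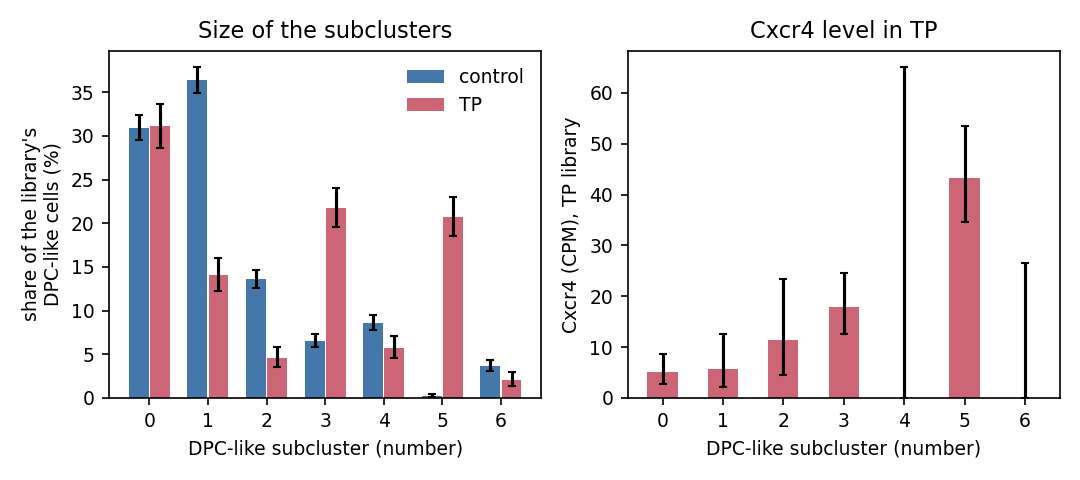
Left, share in percent of the DPC-like cells of the control (4099 cells) and TP (1336 cells) libraries in each of the 7 subclusters; right, Cxcr4 level in CPM in each subcluster of TP. Error bars are 95% counting intervals, and subcluster 5 stands out in both panels, at 20.7% of the TP cells and 43.2 CPM.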

Notably, the Sox2^+^Twist1^+^ subpopulation (DPC-3) was significantly enriched in TP-treated mice (*p* < 0.001; Figure 5G) and expressed the highest CXCR4 levels (Figure 5H). Genes correlated with CXCR4 included *Col6a1*, *Col15a1*, and other ECM components in DPCs (Figure 5I), and enrichment analysis also suggested their involvement in the GO term “ECM structural constituent” (Figure 5J). These Sox2^+^Twist1^+^ DPCs also exhibited elevated TGF-β receptor (*Tgbfr1*, *Tgbfr2*, and *Tgbfr3*) and collagen (*Col6a1* and *Col6a2*) expression, suggesting a pro-fibrotic role (Figure S10B,C). 

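Across the 1263 DPC-like cells of TP with at least 1000 UMIs, thinned to that depth in a draw of its own (73 shallower cells left out), 18 cells had a Cxcr4 UMI, and 3895 genes found in at least 5% of the cells were ranked by Spearman's correlation with Cxcr4. The correlation is across cells of 1 library, which are not replicates, so no p-value is given. Col15a1 (ENSMUSG00000028339, chromosome 4 from 47207655 to 47313167) had a rho of 0.0503 and rank 245. Col6a1 (ENSMUSG00000001119, chromosome 10 from 76708792 to 76726044) had a rho of 0.0277 and rank 685. The highest rho of any gene was 0.120. Tgfbr3 ranked 2409 and Tgfbr1 3690, both with a rho below 0. Within subclusters 0, 3 and 5, which had 2, 4 and 11 Cxcr4-positive cells, the rho of Tgfbr1 was 0.0449, 0.2035 and 0.0485, and that of Tgfbr3 -0.0324, 0.0121 and 0.0940. That of Col6a1 was -0.0264, -0.0400 and 0.00511, and that of Col15a1 0.0648, 0.00681 and -0.0246. The order rests on few positive cells and on the draw: in another draw at this depth, Col6a1 was found in 0 of 16 Cxcr4-positive cells and in 13.55% of the others, and unthinned in 75.7% and 40.1%. In all DPC-like cells, the level of Col6a1 was 2.685 (2.45 to 2.94) times as high in TP as in control, and that of Col15a1 1.41 (1.36 to 1.46) times.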

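In subcluster 5 of TP, which held the highest Twist1 and Cxcr4 levels, Col6a1 was 324 CPM (299.7 to 351) and Col6a2 306 CPM (282 to 331), against 162.5 and 149 CPM in all DPC-like cells of TP. In subcluster 6 they were 447 and 432 CPM. Tgfbr1 was 340.2 CPM (315 to 367) in subcluster 5, 331 CPM in subcluster 3 and 365 CPM in subcluster 1. Tgfbr2 was 43.2 CPM (34.5 to 53.4) in subcluster 5 and 76.3 CPM (70.5 to 82.4) in all DPC-like cells of TP. For Tgfbr3 the values were 229.8 CPM (209 to 252) and 244 CPM (234 to 255).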

CellChat analysis further supported this interpretation, showing the stronger DF-to-DPC collagen signaling in AGA compared with control (Figure S11). 

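Collagen genes moved in different directions in DPC-like cells. Col1a2 was 633 CPM (619 to 647) in control and 869 CPM (849 to 889) in TP, while Col1a1 fell from 217 CPM (209 to 226) to 146 CPM (138 to 154) and Col3a1 had a ratio of 0.754 (0.730 to 0.778). On the paper's measure the ratios of Col1a1 and Col3a1 lay above 1, at 1.03 and 1.03, and after thinning below it, at 0.874 and 0.841. Col6a2 had a CPM ratio of 2.80 (2.545 to 3.09). In TP, DF-like cells held 90.4% and DPC-like cells 3.46% of all Col1a2 UMIs, against 52.15% and 33.1% in control.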

In sum, androgen-activated DFs secrete CXCL12, signaling to Sox2^+^Twist1^+^ DPCs via CXCR4 to drive ECM remodeling and suppress hair induction, with CXCL12 neutralization attenuating these effects.

### 2.6. CXCL12-CXCR4 Signaling Promotes Retention of Trem2^+^ Macrophages and Contributes to Fibrosis in AGA

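Macrophage-like cells, the myeloid-like cells without the neutrophil-like and Langerhans cell-like ones, numbered 80 in control, 0.205% (0.162 to 0.255) of the kept cells, and 291 in TP, 1.57% (1.395 to 1.76). This definition was set after the clusters had been seen, and with the mixed immune subcluster the ratio of 7.67 (5.97 to 9.945) became 4.05 (3.34 to 4.92). Il1b, which leads the neutrophil-like subcluster left out here, had 0 UMIs in the control cells, which allows up to 16.8 CPM, and 253 in those of TP, 179.9 CPM (158 to 203.5). Cxcr4 was 39.2 CPM (15.8 to 80.8) in control and 59.0 CPM (47.02 to 73.2) in TP, a ratio of 1.505 (0.699 to 3.86), so a difference was not detectable at this depth. Choosing the variable genes from all genes moved that ratio most, to 4.58.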

scRNA-seq analysis revealed that TP treatment expanded myeloid populations and upregulated genes linked to their activation and migration, which were reversed by CXCL12 Ab treatment (Figure 1, Figure 2 and Figure S12). In addition, inflammatory response-related genes were significantly upregulated in myeloid cells of the TP group, suggesting that those cells are major contributors to the inflammatory milieu in AGA (Figure S13).

To investigate this further, we next focused on the myeloid compartment in our single-cell dataset (Figure 6). Subclustering of myeloid cells identified distinct macrophage subsets: (1) MHCII^+^ antigen-presenting macrophages, (2) Ccr2^+^ monocyte-like macrophages, (3) Adgre1^+^ (F4/80) tissue-resident macrophages, and (4) Trem2^+^ macrophages (Figure 6A,B). Specifically, Mac-1 and Mac-2 expressed *Ccr2*, a marker of recruited monocyte-like macrophages, with Mac-1 highly expressing *H2-Ab1*, which encodes the MHC class II molecule. In contrast, Mac-3 and Mac-4 expressed *Adgre1*, a marker of resident macrophages [30]. 

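Integrating and clustering the immune cells again at resolution 0.6, without the genes whose levels are compared, gave 5 myeloid-like subclusters, which keep the numbers of that clustering. Subcluster 0 carried Trem2 and C1q markers, subcluster 7 was neutrophil-like and subcluster 8 Langerhans cell-like, while subclusters 2 and 5 were not given a name of their own. Of the 114 control and 352 TP cells, 34 and 92 lay in subcluster 2. At resolution 1, 7 subclusters were found.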

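Ccr2 was 737 CPM (561 to 951) in control and 461 CPM (396 to 533) in TP in subcluster 2, and had 1 UMI in subcluster 0 of TP. H2-Ab1 was 3460 and 3696 CPM in subcluster 2 and 183 CPM in subcluster 0 of TP. The Langerhans cell-like subcluster 8 held more of it, 5614 CPM in TP.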

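Adgre1 was 247 CPM (215 to 281) in subcluster 0 of TP, 229.5 CPM (151 to 334) in subcluster 5 and 134 CPM (99.9 to 175.5) in subcluster 2. In control it was highest in subcluster 5, at 457 CPM from 25 UMIs.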

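Trem2 (ENSMUSG00000023992, chromosome 17 from 48346401 to 48352276) was 204.5 CPM (176 to 236) in subcluster 0 of TP and 85.0 CPM (40.8 to 156) in subcluster 5. C1qa was 5756 CPM in subcluster 0 and 1394 CPM in subcluster 5, C1qc 2903 and 952 CPM, and Cd68 812 and 306 CPM, all in TP. In control the same genes in subcluster 0 were 252, 5199, 3160 and 916 CPM, from 14 cells.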

Notably, Mac-4 showed high expression of complement-related genes (*C1qa*, *C1qc*), *Cd68*, and the immune-regulatory marker Trem2, distinguishing it from Mac-3.

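Subcluster 0 held 14 of the 114 myeloid-like cells of the control, 12.3% (6.88 to 19.75), and 166 of the 352 of TP, 47.2% (41.85 to 52.5). The ratio of these shares was 3.84 (2.225 to 7.18), and the alternative that moved it most, subcluster resolution 1, gave 7.66. Median depths were 3254 UMIs in control and 5218 in TP.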

Notably, a significant expansion of the Trem2^+^ subset (Mac-4) following TP treatment was observed, which was reduced by Ab administration (*p* < 0.001; Figure 6C). These Trem2^+^ macrophages showed high CXCR4 expression (Figure 6D and Figure S12C). In addition, Trem2^+^ Mac-4 showed an M2-like anti-inflammatory state, while MHCII^+^ Mac-1 displayed a more pro-inflammatory, M1-like profile (Figure S14). 

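In TP, Cxcr4 was 56.7 CPM (42.2 to 74.5) in subcluster 0, 64.3 CPM (41.6 to 94.98) in subcluster 2 and 59.5 CPM (23.9 to 123) in subcluster 5, with overlapping intervals. No Cxcr4 UMI was found in subcluster 8, whose interval reaches 49.1 CPM. In control, subcluster 0 had 2 Cxcr4 UMIs.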

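Mrc1, a gene of M2-like macrophages, was 4432 CPM in subcluster 0 of TP, 4582 CPM in subcluster 5 and 731 CPM in subcluster 2. In control it was 4603 CPM in subcluster 0, 2065 CPM in subcluster 5 and 299.8 CPM in subcluster 2.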

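Of the other myeloid-like subclusters, the share of subcluster 2 went from 29.8% (21.6 to 39.1) in control to 26.1% (21.6 to 31.1) in TP, and that of subcluster 5 from 28.1% (20.1 to 37.3) in control to 9.375% (6.54 to 12.9) in TP. The Langerhans cell-like subcluster 8 went from 21.9% (14.7 to 30.65) in control to 6.25% (3.96 to 9.31) in TP, and the neutrophil-like subcluster 7 from 7.895% (3.67 to 14.5) in control to 11.1% (8.00 to 14.8) in TP. These are shares of the myeloid-like cells, so a larger share of subcluster 0 lowers the others. In numbers of cells, subcluster 2 rose from 34 to 92 and subcluster 5 from 32 to 33, while fewer TP than control cells were kept in all.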

Importantly, Cxcr4 was expressed in both M1-like Mac-1 and M2-like Mac-4 subsets (Figure 6D), but only the Trem2^+^ Mac-4 population expanded in AGA, suggesting that additional DF-derived signals cooperate with CXCL12 to selectively promote the retention of this subset.

To examine this possibility, we performed NicheNet ligand-receptor analysis of interactions between DFs and macrophages [25]. In addition to CXCL12-CXCR4, other predicted interaction pairs included CSF1-CSF1R, FGF7-FGFR1, and ICAM1-EGFR (Figure 6E). 

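In TP, Csf1r (ENSMUSG00000024621, chromosome 18 from 61105572 to 61131139) was 840.1 CPM (781 to 902) in subcluster 0, 672 CPM in subcluster 5 and 149 CPM in subcluster 2. Fgfr1 (ENSMUSG00000031565, chromosome 8 from 25518759 to 25575718) was 304.5 CPM (269.5 to 343) in subcluster 0, 612 CPM (479 to 771) in subcluster 5 and 113 CPM in subcluster 2. Itgam (ENSMUSG00000030786, chromosome 7 from 128062640 to 128118491) was 242 CPM (211 to 277) in subcluster 0 and 435 CPM (372 to 506) in subcluster 2. Egfr was 278 CPM (244 to 314.5) in subcluster 0 and 723 CPM in subcluster 5. Over all macrophage-like cells, the ratio of TP over control was 1.27 (1.02 to 1.60) for Csf1r, 1.375 (0.976 to 1.99) for Fgfr1 and 1.34 (0.962 to 1.91) for Itgam. These ratios carry a change of composition, since subcluster 0 held 14 of the 80 control and 166 of the 291 TP cells of the class. Within it Csf1r was 1076 CPM (791 to 1431) in control, and in subcluster 5 it was 658 CPM. No rise of Csf1r is seen in either. In subcluster 2 of the control Csf1r was 75.0 CPM (27.5 to 163). Fgfr1 in subcluster 5 (292.5 CPM, 167 to 475) and Itgam in subcluster 2 (199.9 CPM, 114 to 325) of the control lay below TP without overlap. Elsewhere the intervals overlapped. Fgfr1 in control was 183 CPM in subcluster 0 and 150 CPM in subcluster 2. Itgam was 298 CPM in subcluster 0 and 183 CPM in subcluster 5.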

Notably, transcription of Csf1r, Fgfr1, and Itgam was more selectively enriched in Trem2^+^ cells, suggesting they may contribute to the persistence of this subset in AGA (Figure 6D). Target gene analysis revealed limited overlap between downstream signaling pathways: CXCL12 likely regulates fibrosis-related genes such as *Tgfbi*, *Atf3*, *Tgfbr2*, *Col1a2*, and *Jun*, whereas CSF1 and FGF7 were associated with distinct targets like *Junb*, *Nfkbiz*, or *Irf1*. This suggests that multiple DF-derived signals complementarily shape the Trem2^+^ macrophage niche (Figure 6E). GSEA of Trem2^+^ macrophages showed enrichment of ECM organization (Figure 6F), indicating that androgen-induced CXCL12 signaling supports the retention and activation of Trem2^+^ macrophages via CXCR4, contributing to ECM remodeling and fibrosis in coordination with DFs and DPCs. Consistently, *Cxcr4* co-expression with genes such as *Tgfbr1*, *Tgfbr2*, *Atf3*, *Col1a2*, and *Jun* further implicates this pathway in fibrotic remodeling (Figure 6G). 

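After thinning, 2 macrophage-like cells of the control and 15 of TP had a Cxcr4 UMI. Of those of TP, 73.3% (44.9 to 92.2) also had one of Atf3, 100% (78.2 to 100) of Jun, 26.7% (7.79 to 55.1) of Col1a2, 13.3% (1.66 to 40.5) of Tgfbr2 and 6.67% (0.169 to 31.95) of Tgfbr1. Unthinned, the shares among 61 cells of TP were 95.1%, 98.4%, 41.0%, 77.05% and 19.7%. In the TP cells without a Cxcr4 UMI, thinned, they were 65.6%, 69.2%, 7.25%, 31.9% and 3.62%. For Col1a2 the interval of the unthinned share (28.55 to 54.3) holds those of the TP cells without a Cxcr4 UMI, 31.7%, and of inner root sheath-like cells of TP, 34.35%. Thinned inner root sheath-like cells of TP, which are no background for Atf3, Jun and Tgfbr1, held a UMI in 37.7% for Atf3, 61.7% for Jun, 5.76% for Col1a2 and 7.365% for Tgfbr1. In control, both thinned Cxcr4-positive cells held Jun and neither held a UMI of the other 4 genes. In all macrophage-like cells, Atf3 was 3.17 (2.61 to 3.90) times as high in TP as in control and Jun 2.76 (2.36 to 3.26) times. In classes outside the immune cells, the log2 ratio of Atf3 ranged from -0.00132 in smooth muscle-like and 0.16 in endothelial-like cells to 3.36 in inner bulge germinative layer-like cells.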

Taken together, CXCL12 Ab prevents pro-fibrotic Trem2^+^ macrophage accumulation, aiding the restoration of a hair growth-supportive skin microenvironment.

## 3. Discussion

AGA has long been understood primarily as a hormone-mediated condition driven by DHT acting through AR in DPCs [31,32]. However, this paradigm does not fully explain the progressive fibrosis, immune cell infiltration, and microenvironmental changes observed in balding scalp tissue [5,11,12]. Our study challenges this traditional view by identifying CXCL12 as a key intermediary linking androgen signaling to broader stromal and immune remodeling events in AGA.

Using scRNA-seq in a testosterone-induced mouse model of AGA, we found that DFs, rather than DPCs, are the most androgen-responsive cell population. These fibroblasts exhibit elevated AR module activity and selectively accessible AR motifs at the chromatin level. Importantly, they upregulate CXCL12, a chemokine that mediates both autocrine and paracrine signaling. Autocrine CXCL12-ACKR3 signaling within DFs activates TGF-β pathways and promotes ECM deposition, contributing to dermal fibrosis [33,34]. Simultaneously, CXCL12 acts paracrinically on CXCR4-expressing DPCs, specifically a Sox2^+^Twist1^+^ subpopulation, reprogramming them toward a fibrotic, low-inductive state that diminishes their capacity to maintain follicular stem cells and initiate anagen.

Beyond the stromal and follicular compartments, our study also reveals a pivotal role for CXCL12 in modulating the immune microenvironment. We observed a marked expansion of Trem2^+^ macrophages in AGA skin, which express high levels of CXCR4 and genes associated with ECM remodeling and immunosuppression [35,36]. These macrophages resemble alternatively activated (M2-like) subsets seen in other fibrotic conditions and may contribute to the persistence of the fibrotic niche. Cell–cell communication analyses suggest that DF-derived CXCL12, in combination with CSF1 and FGF7, supports the retention and activation of these macrophages.

Therapeutically, the administration of a CXCL12-neutralizing antibody effectively reversed transcriptomic changes in DFs, DPCs, and macrophages; restored gene signatures associated with regenerative capacity; and promoted visible hair regrowth in the mouse model. This provides compelling evidence for targeting CXCL12 as a promising treatment strategy for AGA. In contrast to current FDA-approved options like minoxidil and finasteride, which act on vascular tone and androgen metabolism, respectively, CXCL12 inhibition operates at the intersection of stromal, follicular, and immune pathways, offering a mechanism-based approach to restoring dermal homeostasis [4].

Furthermore, our findings position CXCL12 as a critical node that integrates hormonal, fibrotic, and immune signaling in the skin. The spatial convergence of AR signaling, TGF-β activation, and myeloid cell recruitment around fibroblast-derived CXCL12 suggests a self-reinforcing pathological loop. Interrupting this loop not only halts disease progression but also restores the cellular balance necessary for hair regeneration.

These insights also have broader implications beyond AGA. Similar CXCL12-mediated fibroimmune mechanisms may be operative in other chronic inflammatory or fibrotic skin diseases such as lichen planopilaris, chronic graft-versus-host disease, or even scleroderma [37,38,39]. Thus, CXCL12 inhibition could represent a shared therapeutic strategy across multiple dermatoses characterized by aberrant stromal-immune interactions.

While our study identifies CXCL12 as a central mediator of fibroimmune remodeling in AGA and establishes proof-of-concept for therapeutic intervention, several limitations warrant consideration. The testosterone-induced mouse model effectively recapitulates key pathological features of AGA but may not fully capture species-specific differences in skin architecture and immune regulation. Functional validation of the identified CXCL12-responsive cell populations, including Sox2^+^Twist1^+^ DPCs and Trem2^+^ macrophages, will require future lineage-tracing and targeted perturbation studies. Additionally, the long-term safety profile of CXCL12 blockade remains to be fully evaluated, particularly given the chemokine’s roles in stem cell trafficking and immune homeostasis. Finally, while we focused on the CXCL12 axis, other androgen-regulated stromal or immune mediators may also contribute to AGA pathogenesis and represent promising avenues for future investigation. Together, these considerations underscore the need for further mechanistic and translational studies to fully realize the therapeutic potential of targeting fibroimmune circuits in chronic skin diseases.

## 4. Materials and Methods

### 4.1. Ethics Statement

The animal study was approved by the Institutional Animal Care and Use Committee of Yonsei University (IACUC-202302-1636-01) and was conducted in accordance with local legislation and institutional guidelines. No adverse events were observed during the study. Procedures were not expected to cause pain or distress; all injections were performed under standard handling protocols to minimize stress. Humane endpoints were not predefined, as no morbidity or mortality was anticipated based on prior experience with this protocol. Mice were housed in individually ventilated cages, with a 12:12 light-dark cycle, ad libitum access to food and water, and nesting material provided for environmental enrichment.

### 4.2. AGA Animal Model

To induce AGA, the dorsal skin of 7-week-old male C3H mice (n = 45) was shaved, followed by subcutaneous injection of testosterone propionate (TP; 0.5 mg/day). A CXCL12-neutralizing antibody (5 μg) was administered via subcutaneous injection twice weekly for two consecutive weeks. Mice were assigned to three groups (n = 15 per group): control (no TP; vehicle), TP-only (AGA mouse model), and TP + CXCL12-neutralizing antibody. Animals were manually randomized to ensure balanced group sizes and minimize confounding by treatment order. The experimental unit was defined as each individual mouse. No animals or samples were excluded from the study. All mice that received the planned treatments were included in the final analysis. Hair regrowth was quantitatively evaluated using the Trainable Weka Segmentation plugin in Fiji ImageJ version 1.54p (https://imagej.net/software/fiji/ (accessed on 6 July 2025)), based on pixel classification of shaved versus regrown areas [40].

### 4.3. Preparation of Single-Cell Suspension

Skin tissues were collected and pooled from the dorsal region of mice (n = 15 per group) and processed as previously described [20]. Samples were pooled, minced, and enzymatically digested in 0.7 mg/mL collagenase D (Sigma-Aldrich). The resulting suspension was filtered through cell strainers to remove aggregates. Red blood cells were lysed using ACK Lysing Buffer (Gibco, Waltham, MA, USA), and debris was removed via density gradient centrifugation with Percoll (Sigma-Aldrich, St. Louis, MS, USA). The single-cell suspension was immediately used for scRNA-seq.

### 4.4. Droplet-Based scRNA-Seq

Single-cell suspensions were processed using the Chromium GEM-X Single Cell 3′ RNA v4 kit (10× Genomics, Pleasanton, CA, USA), following the manufacturer’s protocol. Briefly, cells were partitioned into Gel Beads-in-Emulsion (GEMs) containing barcoded oligonucleotides. Poly (dT) primers captured polyadenylated mRNA from individual cells, enabling the synthesis of barcoded cDNA. The resulting cDNA was amplified to construct 3′ gene expression libraries and sequenced on an Illumina platform at Macrogen (Seoul, Republic of Korea). Raw BCL files were demultiplexed into FASTQ format using Cell Ranger v8.0.1 (10× Genomics), and reads were aligned to the mouse reference genome (mm10-2020-A) using the cellranger count pipeline, which also performed UMI quantification and cell barcode filtering. Investigators performing library construction and RNA-seq were blinded to group assignments.

### 4.5. Single-Cell Transcriptome Analysis

We analyzed 107,662 skin cells from three experimental groups. Preprocessing, clustering, and visualization were performed using the Seurat R package (v5.0.3) as previously described [20,41,42]. Cells expressing fewer than 200 genes or more than 8000 genes or with mitochondrial gene content exceeding 10% were excluded. Doublets were identified and removed using DoubletFinder (v2.0.4) with default parameters [43]. The count matrix was normalized, and the top 2000 highly variable genes were selected for scaling; then, the matrices were integrated using the IntegrateData module of Seurat. Clustering was performed using a shared nearest-neighbor approach followed by the Louvain algorithm. Dimensionality reduction was performed using UMAP (Uniform Manifold Approximation and Projection) or tSNE (t-distributed Stochastic Neighbor Embedding). Clusters were annotated manually based on canonical and literature-defined marker genes [20,44].

### 4.6. Differential Expression and Functional Enrichment

Pseudobulk differential expression analysis was performed using the PseudobulkExpression module in Seurat by aggregating gene counts per sample. Genes with an absolute log_2_ fold change ≥1 between groups were defined as differentially expressed genes (DEGs), which were further analyzed using R package STRINGdb (v2.16.4) to identify putative protein–protein interaction networks [21]. Community detection was carried out using the igraph R package (v2.0.3). Functional enrichment was performed using R packages gprofiler2 (v0.2.3) and fgsea (v1.30.0). Cell-type-specific DEGs were identified using the FindMarkers function in Seurat [41].

### 4.7. Cell–Cell Communication Analysis

Intercellular signaling was inferred using the CellChat R package (v2.1.1), which predicts ligand-receptor interactions between cell types based on known signaling pathways and evaluates the strength of communication networks [22]. This approach enabled us to identify major signaling sources and targets within the AGA skin microenvironment and to visualize how cell–cell communication was altered by treatment. To complement this, NicheNet (v2.2.0) was employed to prioritize ligand-target gene relationships [25]. Unlike CellChat, which focuses on receptor engagement, NicheNet integrates prior knowledge of signaling and gene regulatory networks with observed transcriptional responses to infer which ligands from sender cells most likely regulate gene expression changes in receiver cells.

### 4.8. Module Score

Module scores for AR-responsive genes, inflammatory response signatures, and macrophage M1/M2 polarization were calculated using the AddModuleScore function in Seurat [41]. AR target genes were obtained from the TFLink database, and the Hallmark Inflammatory Response gene set was retrieved from MSigDB. These module scores were used to quantify transcriptional activity in each cell.

### 4.9. Single-Cell Assay for Transposase-Accessible Chromatin Using Sequencing (scATAC-Seq) Analysis

To investigate lineage-specific chromatin accessibility in mesenchymal cell types, we analyzed publicly available mouse skin scATAC-seq data (GSE227784) from 12-week-old mice [23]. Raw reads were processed using Cell Ranger ATAC v2.1.0, and peak-by-barcode matrix was loaded and processed using the Signac (v1.14.0) and Seurat packages [41,45]. Peaks were annotated as genomic ranges, and a chromatin assay was created using the GRCm39 genome reference. After normalization using TF-IDF and dimensionality reduction via SVD (LSI), UMAP was performed using components 2 to 30. Clusters were identified using the Louvain algorithm. Gene annotations were retrieved from Ensembl (release 110, mm39). Quality metrics, including transcription start site (TSS) enrichment, nucleosome signal, and blacklist region content, were computed. Cells were filtered based on standard thresholds: TSS enrichment > 2, nucleosome signal < 2, and 100,000 > fragments > 800. Motif accessibility for the AR motif (JASPAR ID: MA0007.3) was quantified using the chromVAR R package (v1.26.0) [24].

### 4.10. Statistical Analysis

Statistical comparisons between experimental groups were conducted using Wilcoxon rank-sum tests for differential gene expression (Seurat). Significance thresholds were set at adjusted *p* < 0.05. As scRNA-seq data are inherently non-normally distributed, non-parametric statistical tests (e.g., Wilcoxon rank-sum test) were applied without assuming normality. Module scores and enrichment *p*-values were calculated using appropriate non-parametric tests. For comparisons of cell-type composition between groups, binomial tests were applied to assess the significance of proportion differences. Sample sizes were based on prior experience with this model; a minimum of 15 mice per group was necessary to obtain sufficient viable cells for scRNA-seq and robust representation of dermal populations [20].

## Figures and Tables

**Figure 1:**
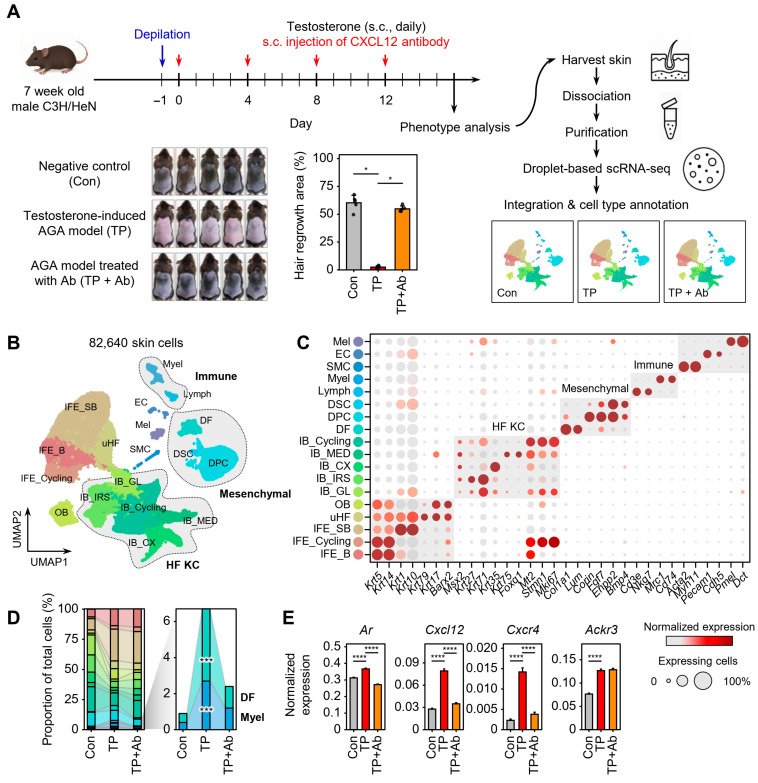
Single-cell transcriptomic profiling of androgenetic alopecia. (**A**) Experimental overview. AGA was induced with testosterone propionate (TP), treated with a CXCL12-neutralizing antibody (TP + Ab), and analyzed by droplet-based scRNA-seq. Hair regrowth area was quantified using the Trainable Weka Segmentation plugin in Fiji. Statistical significance assessed using Wilcoxon test; * *p* < 0.05. (**B**) UMAP plot showing clustering of all skin cells from Con, TP, and TP + Ab groups, annotated by cell type. (**C**) Dot plot of representative marker genes used to determine cell types. IFE, interfollicular epidermis keratinocyte (IFE_B, basal IFE; IFE_SB, suprabasal IFE); uHF, upper hair follicle keratinocyte; OB, outer bulge; IB, inner bulge (GL, germinative layer; IRS, inner root sheath; CX, cortex; MED, medulla); DF, dermal fibroblast; DPC, dermal papilla cell; DSC, dermal sheath cup cell; Lymph, lymphocyte; Myel, myeloid cell; SMC, smooth muscle cell; EC, endothelial cell; Mel, melanocyte. (**D**) Bar plot of cell type proportions across groups. Significance was assessed using the binomial test; *** *p* < 0.001. (**E**) Mean (±standard error) expression levels of AR, CXCL12, CXCR4, and ACKR3 across groups. Statistical significance assessed using Wilcoxon test; **** *p* < 0.0001.

**Figure 2:**
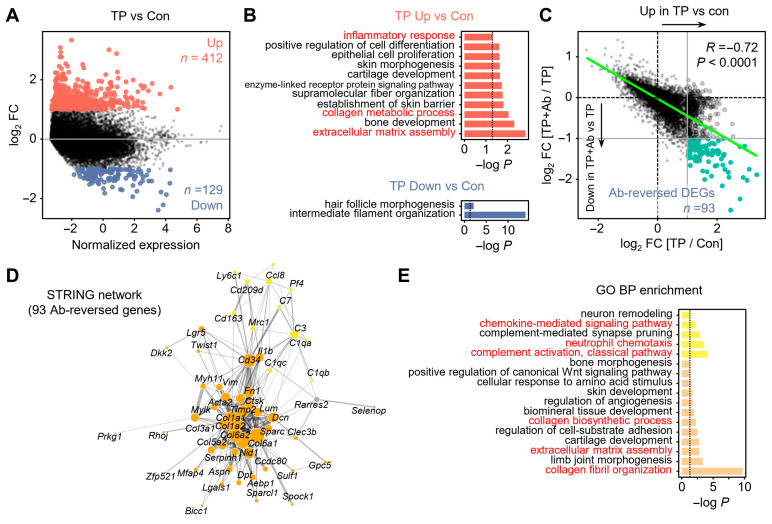
Global transcriptomic change by CXCL12 blockade in AGA model. (**A**) MA plot of TP vs. Con with DEGs defined as |log_2_ fold change| ≥ 1. (**B**) GO biological process enrichment of DEGs upregulated or downregulated by TP treatment (adjusted *p* < 0.05). (**C**) Correlation between log_2_ FC values from TP vs. Con and TP + Ab vs. TP comparisons, with a green line indicating the linear regression trend. Pearson’s R and *p* value are shown. (**D**) STRING network of Ab-reversed genes (DEGs upregulated in TP vs. Con and downregulated in TP + Ab vs. TP). (**E**) GO BP enrichment of Ab-reversed DEGs grouped by communities detected in STRING network (adjusted *p* < 0.05).

**Figure 3:**
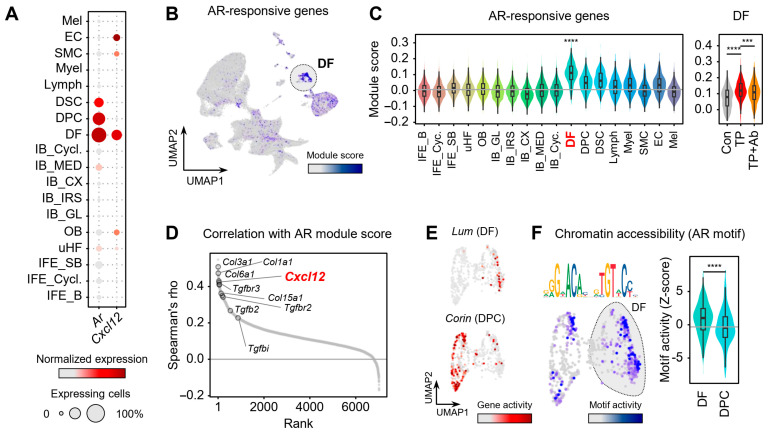
Dermal fibroblasts as the primary androgen-responsive CXCL12 source. (**A**) Dot plot of AR and CXCL12 expression across cell types. (**B**) UMAP colored by AR module score, calculated with curated AR target genes from TFLink database. (**C**) Violin plots showing AR module score across groups and cell types. Wilcoxon test; *** *p* < 0.001, **** *p* < 0.0001. (**D**) Correlation between AR module score and expression of all other genes within the DF population, ranked by Spearman’s rho. (**E**) UMAP of mouse skin scATAC-seq (GSE227784) with DF and DPC annotated by marker gene activity. (**F**) AR motif accessibility was quantified by chromVAR. Sequence logo represents the AR motif (MA0007.3) used for accessibility analysis. Wilcoxon test; **** *p* < 0.0001.

**Figure 4:**
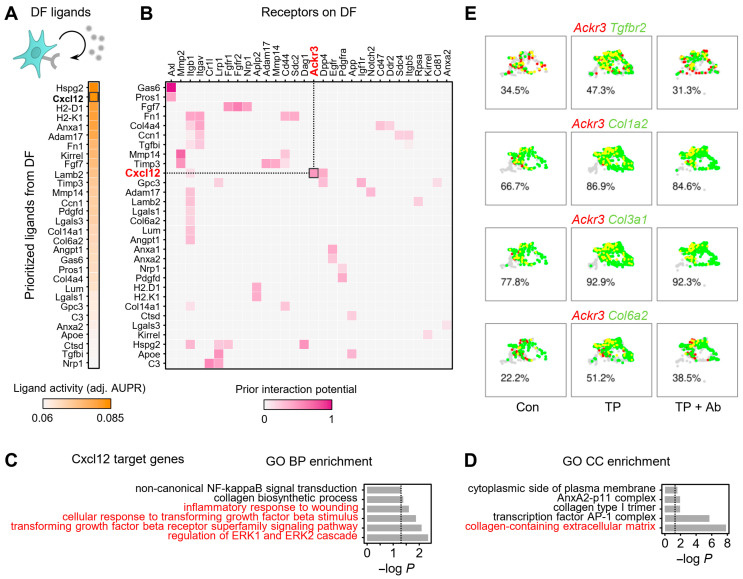
Autocrine CXCL12-ACKR3 signaling in fibroblasts. (**A**,**B**) NicheNet analysis identifying CXCL12 among top ligands based on differential expression between TP and control: (**A**) ligand activity (adjusted AUPR) and (**B**) ligand-receptor prior interaction potential. (**C**,**D**) GO enrichment analysis of predicted CXCL12 targets for biological processes (**C**) and cellular components (**D**). (**E**) Co-expression of ACKR3 and TGF-β/ECM genes in DF subset; red = Ackr3^+^, green = specified gene-positive, and yellow = double-positive.

**Figure 5:**
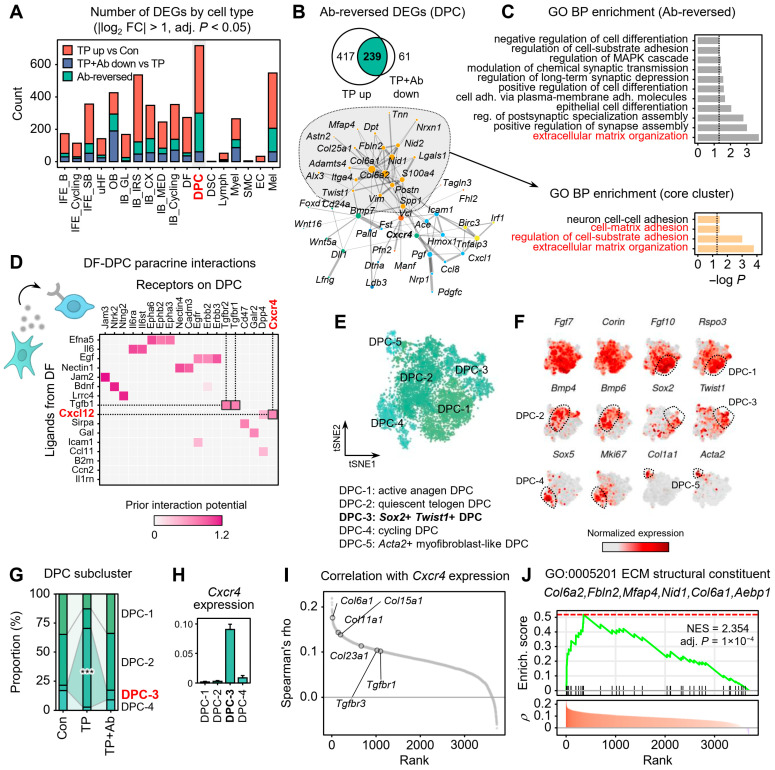
Paracrine CXCL12-CXCR4 signaling in dermal papilla cells. (**A**) Number of DEGs from TP vs. Con and TP + Ab vs. TP comparisons, across all cell types. (**B**) STRING network of 239 Ab-reversed DEGs in DPCs. (**C**) GO enrichment for all Ab-reversed DEGs (top) and largest STRING community (orange, bottom). (**D**) NicheNet ligand-receptor prior interaction potential between DFs and DPCs based on differential gene expression between TP and control. (**E**) tSNE plot showing five DPC subclusters: DPC-1 (active anagen DPC), DPC-2 (quiescent telogen DPC), DPC-3 (Sox2^+^Twist1^+^ DPC), DPC-4 (cycling DPC), and DPC-5 (Acta2^+^ myofibroblast-like DPC). (**F**) tSNE plots colored by expression of marker genes for each subcluster. (**G**) Subcluster proportions across groups; binomial test *** *p* < 0.001. (**H**) Mean (±standard error) expression levels of CXCR4 across DPC subclusters. (**I**) Spearman correlation between CXCR4 expression and expression levels of all other genes in DPCs. (**J**) GSEA of genes positively correlated with CXCR4 expression.

**Figure 6:**
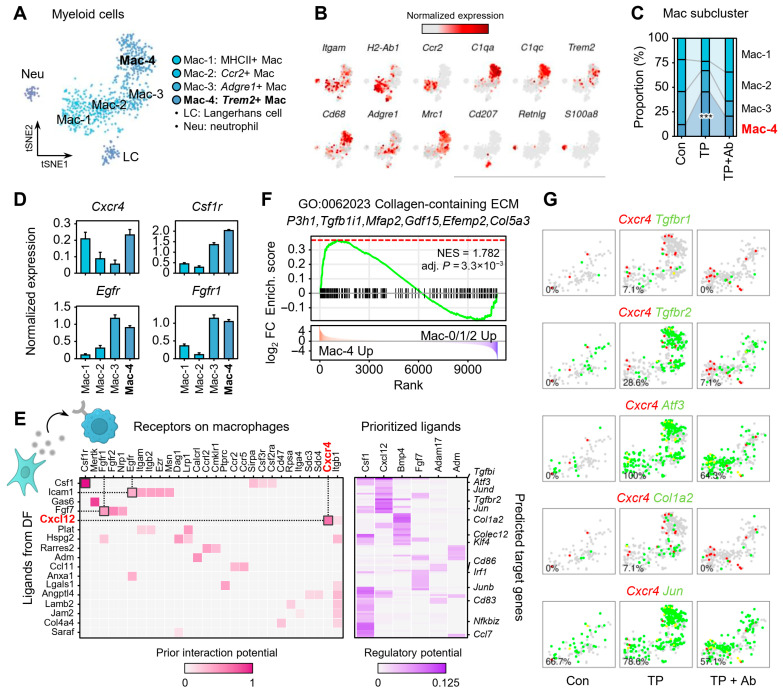
CXCL12-driven retention of Trem2^+^ macrophages. (**A**) tSNE plot of myeloid subset, clustered into subclusters: Mac-1 (MHCII^+^ antigen-presenting Mac), Mac-2 (Ccr2^+^ recruited monocyte-like Mac), Mac-3 (Adgre1^+^ resident Mac), Mac-4 (Trem2^+^ Mac), LC (Cd207^+^ Langerhans cell), and Neu (Retnlg^+^ S100a8^+^ neutrophil). (**B**) tSNE plots colored by expression of marker genes for each subcluster. (**C**) Subcluster proportions across groups; binomial test *** *p* < 0.001. (**D**) Mean (±standard error) expression levels of *Cxcr4*, *Csf1r*, *Egfr*, and *Fgfr1* across macrophage subclusters. (**E**) NicheNet-predicted ligand-receptor prior interaction potential and regulatory potential for target genes between DFs and macrophages, based on TP vs. Con comparison. (**F**) GSEA of DEGs enriched in Trem2^+^ macrophages (Mac-4). (**G**) Co-expression of *Cxcr4* and fibrosis-related genes (Tgfbr1/2, *Atf3*, *Col1a2*, and *Jun*) in macrophages; red = Cxcr4^+^, green = specified gene-positive, and yellow = double-positive.

## Data Availability

The scRNA-seq data generated and analyzed in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE295410 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE295410 (accessed on 6 July 2025)). These data are publicly available and can be accessed without restriction. All datasets necessary to interpret, verify, and extend the findings of this article are included in the GEO submission.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms26146568/s1.

## References

[1] Adil A., Godwin M. (2017). The effectiveness of treatments for androgenetic alopecia: A systematic review and meta-analysis. J. Am. Acad. Dermatol..

[2] Manabe M., Tsuboi R., Itami S., Osada S.I., Amoh Y., Ito T., Inui S., Ueki R., Ohyama M., Kurata S. (2018). Guidelines for the diagnosis and treatment of male-pattern and female-pattern hair loss, 2017 version. J. Dermatol..

[3] Aukerman E.L., Jafferany M. (2023). The psychological consequences of androgenetic alopecia: A systematic review. J. Cosmet. Dermatol..

[4] Price V.H., Roberts J.L., Hordinsky M., Olsen E.A., Savin R., Bergfeld W., Fiedler V., Lucky A., Whiting D.A., Pappas F. (2000). Lack of efficacy of finasteride in postmenopausal women with androgenetic alopecia. J. Am. Acad. Dermatol..

[5] Hochfeld L.M., Keller A., Anhalt T., Fricker N., Nöthen M.M., Heilmann-Heimbach S. (2019). Insights into Male Androgenetic Alopecia: Differential Gene Expression Profiling of Plucked Hair Follicles and Integration with Genetic Data. J. Investig. Dermatol..

[6] Zhang Y., Huang J., Fu D., Liu Z., Wang H., Wang J., Qu Q., Li K., Fan Z., Hu Z. (2021). Transcriptome Analysis Reveals an Inhibitory Effect of Dihydrotestosterone-Treated 2D- and 3D-Cultured Dermal Papilla Cells on Hair Follicle Growth. Front. Cell Dev. Biol..

[7] Zheng M., Kim M.H., Park S.G., Kim W.S., Oh S.H., Sung J.H. (2024). CXCL12 Neutralizing Antibody Promotes Hair Growth in Androgenic Alopecia and Alopecia Areata. Int. J. Mol. Sci..

[8] Yu N., Hu T., Yang H., Zhang L., Zhu L., Zhou X., Xiang F., Yang X., Li Y. (2023). Androgen receptor inhibits the hair follicle induction potential of dermal papilla cells by binding with Tcf4 at the A574 binding site. Genes Dis..

[9] Lolli F., Pallotti F., Rossi A., Fortuna M.C., Caro G., Lenzi A., Sansone A., Lombardo F. (2017). Androgenetic alopecia: A review. Endocrine.

[10] Lai J.J., Lai K.P., Chuang K.H., Chang P., Yu I.C., Lin W.J., Chang C. (2009). Monocyte/macrophage androgen receptor suppresses cutaneous wound healing in mice by enhancing local TNF-alpha expression. J. Clin. Investig..

[11] Miao Y., Qu Q., Jiang W., Liu X.M., Shi P.L., Fan Z.X., Du L.J., Wang G.F., Liu X.N., Guo Z.H. (2018). Identification of Functional Patterns of Androgenetic Alopecia Using Transcriptome Profiling in Distinct Locations of Hair Follicles. J. Investig. Dermatol..

[12] Griggs J., Trüeb R.M., Dias M.F.R.G., Hordinsky M., Tosti A. (2021). Fibrosing alopecia in a pattern distribution. J. Am. Acad. Dermatol..

[13] Tao N., Sun Q., Ying Y., Wang Y., Gao J. (2025). Dermal T cell immunity and key regulatory signaling pathways: Implications in immune-mediated alopecia and hair regeneration. Genes Dis..

[14] Zheng M., An S., Park I.G., Kim J., Kim W.S., Noh M., Sung J.H. (2024). Differential Expression of CXCL12 in Human and Mouse Hair: Androgens Induce CXCL12 in Human Dermal Papilla and Dermal Sheath Cup. Int. J. Mol. Sci..

[15] Werner L., Guzner-Gur H., Dotan I. (2013). Involvement of CXCR4/CXCR7/CXCL12 Interactions in Inflammatory bowel disease. Theranostics.

[16] Daniel S.K., Seo Y.D., Pillarisetty V.G. (2020). The CXCL12-CXCR4/CXCR7 axis as a mechanism of immune resistance in gastrointestinal malignancies. Semin. Cancer Biol..

[17] Cuesta-Margolles G., Schlecht-Louf G., Bachelerie F. (2025). ACKR3 in Skin Homeostasis, an Overlooked Player in the CXCR4/CXCL12 Axis. J. Investig. Dermatol..

[18] García-Cuesta E.M., Santiago C.A., Vallejo-Díaz J., Juarranz Y., Rodríguez-Frade J.M., Mellado M. (2019). The Role of the CXCL12/CXCR4/ACKR3 Axis in Autoimmune Diseases. Front. Endocrinol..

[19] Janssens R., Struyf S., Proost P. (2018). Pathological roles of the homeostatic chemokine CXCL12. Cytokine Growth Factor Rev..

[20] An S., Zheng M., Park I.G., Park S.G., Noh M., Sung J.H. (2024). Humanized CXCL12 antibody delays onset and modulates immune response in alopecia areata mice: Insights from single-cell RNA sequencing. Front. Immunol..

[21] Szklarczyk D., Kirsch R., Koutrouli M., Nastou K., Mehryary F., Hachilif R., Gable A.L., Fang T., Doncheva N.T., Pyysalo S. (2023). The STRING database in 2023: Protein-protein association networks and functional enrichment analyses for any sequenced genome of interest. Nucleic Acids Res..

[22] Jin S., Guerrero-Juarez C.F., Zhang L., Chang I., Ramos R., Kuan C.H., Myung P., Plikus M.V., Nie Q. (2021). Inference and analysis of cell-cell communication using CellChat. Nat. Commun..

[23] Zhang C., Wang D., Dowell R., Yi R. (2023). Single cell analysis of transcriptome and open chromatin reveals the dynamics of hair follicle stem cell aging. Front. Aging.

[24] Schep A.N., Wu B., Buenrostro J.D., Greenleaf W.J. (2017). chromVAR: Inferring transcription-factor-associated accessibility from single-cell epigenomic data. Nat. Methods.

[25] Browaeys R., Saelens W., Saeys Y. (2020). NicheNet: Modeling intercellular communication by linking ligands to target genes. Nat. Methods.

[26] Greco V., Chen T., Rendl M., Schober M., Pasolli H.A., Stokes N., Cruz-Racelis J.D., Fuchs E. (2009). A two-step mechanism for stem cell activation during hair regeneration. Cell Stem Cell.

[27] Hagner A., Shin W., Sinha S., Alpaugh W., Workentine M., Abbasi S., Rahmani W., Agabalyan N., Sharma N., Sparks H. (2020). Transcriptional Profiling of the Adult Hair Follicle Mesenchyme Reveals R-spondin as a Novel Regulator of Dermal Progenitor Function. iScience.

[28] Plikus M.V., Mayer J.A., de la Cruz D., Baker R.E., Maini P.K., Maxson R., Chuong C.M. (2008). Cyclic dermal BMP signalling regulates stem cell activation during hair regeneration. Nature.

[29] Wu P., Zhang Y., Xing Y., Xu W., Guo H., Deng F., Ma X., Li Y. (2019). The balance of Bmp6 and Wnt10b regulates the telogen-anagen transition of hair follicles. Cell Commun. Signal..

[30] Miyake K., Ito J., Takahashi K., Nakabayashi J., Brombacher F., Shichino S., Yoshikawa S., Miyake S., Karasuyama H. (2024). Single-cell transcriptomics identifies the differentiation trajectory from inflammatory monocytes to pro-resolving macrophages in a mouse skin allergy model. Nat. Commun..

[31] Kwack M.H., Hamida O.B., Kim M.K., Kim M.K., Sung Y.K. (2023). Establishment and characterization of matched immortalized human frontal and occipital scalp dermal papilla cell lines from androgenetic alopecia. Sci. Rep..

[32] Jung Y.H., Chae C.W., Choi G.E., Shin H.C., Lim J.R., Chang H.S., Park J., Cho J.H., Park M.R., Lee H.J. (2022). Cyanidin 3-O-arabinoside suppresses DHT-induced dermal papilla cell senescence by modulating p38-dependent ER-mitochondria contacts. J. Biomed. Sci..

[33] Herskind C., Sticht C., Sami A., Giordano F.A., Wenz F. (2021). Gene Expression Profiles Reveal Extracellular Matrix and Inflammatory Signaling in Radiation-Induced Premature Differentiation of Human Fibroblast in vitro. Front. Cell Dev. Biol..

[34] Ma Z., Zhou F., Jin H., Wu X. (2024). Crosstalk between CXCL12/CXCR4/ACKR3 and the STAT3 Pathway. Cells.

[35] Liang Y., Hu Y., Zhang J., Song H., Zhang X., Chen Y., Peng Y., Sun L., Sun Y., Xue R. (2024). Dynamic pathological analysis reveals a protective role against skin fibrosis for TREM2-dependent macrophages. Theranostics.

[36] Wang E.C.E., Dai Z., Ferrante A.W., Drake C.G., Christiano A.M. (2019). A Subset of TREM2+ Dermal Macrophages Secretes Oncostatin M to Maintain Hair Follicle Stem Cell Quiescence and Inhibit Hair Growth. Cell Stem Cell.

[37] Ikawa T., Miyagawa T., Fukui Y., Toyama S., Omatsu J., Awaji K., Norimatsu Y., Watanabe Y., Yoshizaki A., Sato S. (2021). Association of serum CXCL12 levels with arthropathy in patients with systemic sclerosis. Int. J. Rheum. Dis..

[38] Meller S., Gilliet M., Homey B. (2009). Chemokines in the pathogenesis of lichenoid tissue reactions. J. Investig. Dermatol..

[39] Nagler A., Labopin M., Shimoni A., Niederwieser D., Mufti G.J., Zander A.R., Arnold R., Greinix H., Cornelissen J.J., Jackson G.H. (2012). Mobilized peripheral blood stem cells compared with bone marrow as the stem cell source for unrelated donor allogeneic transplantation with reduced-intensity conditioning in patients with acute myeloid leukemia in complete remission: An analysis from the Acute Leukemia Working Party of the European Group for Blood and Marrow Transplantation. Biol. Blood Marrow Transplant..

[40] Arganda-Carreras I., Kaynig V., Rueden C., Eliceiri K.W., Schindelin J., Cardona A., Seung H.S. (2017). Trainable Weka Segmentation: A machine learning tool for microscopy pixel classification. Bioinformatics.

[41] Stuart T., Butler A., Hoffman P., Hafemeister C., Papalexi E., Mauck W.M., Hao Y., Stoeckius M., Smibert P., Satija R. (2019). Comprehensive Integration of Single-Cell Data. Cell.

[42] Lee K.J., An S., Kim M.Y., Kim S.M., Jeong W.I., Ko H.J., Yang Y.M., Noh M., Han Y.H. (2023). Hepatic TREM2+ macrophages express matrix metalloproteinases to control fibrotic scar formation. Immunol. Cell Biol..

[43] McGinnis C.S., Murrow L.M., Gartner Z.J. (2019). DoubletFinder: Doublet Detection in Single-Cell RNA Sequencing Data Using Artificial Nearest Neighbors. Cell Syst..

[44] Joost S., Annusver K., Jacob T., Sun X., Dalessandri T., Sivan U., Sequeira I., Sandberg R., Kasper M. (2020). The Molecular Anatomy of Mouse Skin during Hair Growth and Rest. Cell Stem Cell.

[45] Stuart T., Srivastava A., Madad S., Lareau C.A., Satija R. (2021). Single-cell chromatin state analysis with Signac. Nat. Methods.

# Supplementary material for: CXCL12 Drives Reversible Fibroimmune Remodeling in Androgenetic Alopecia Revealed by Single-Cell RNA Sequencing
**Source:** Int J Mol Sci. 2025 Jul 8;26(14):6568. doi: 10.3390/ijms26146568
**Supplement:** Supplementary file 1

***Supplemental Information for***

**CXCL12 drives reversible fibroimmune remodeling in androgenetic alopecia revealed by single-cell RNA sequencing**

Seungchan An<sup>a,#</sup>, Mei Zheng<sup>b,#</sup>, In Guk Park<sup>a</sup>, Leegu Song<sup>b</sup>, Jino Kim<sup>c</sup>, Minsoo Noh<sup>a,\*</sup>, Jong-Hyuk Sung<sup>b,\*</sup>

*# Equal contribution*

*

*

\*Co-correspondence:  (M Noh),  (JH Sung)

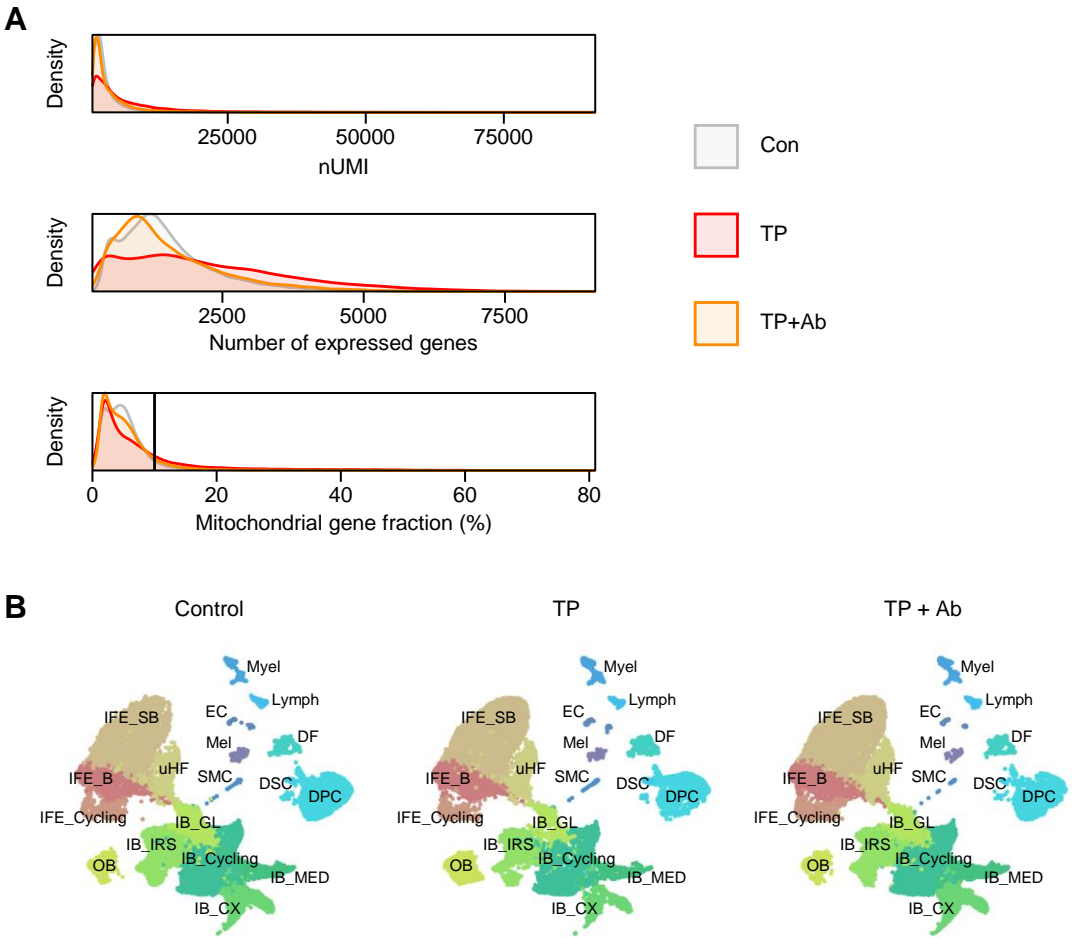

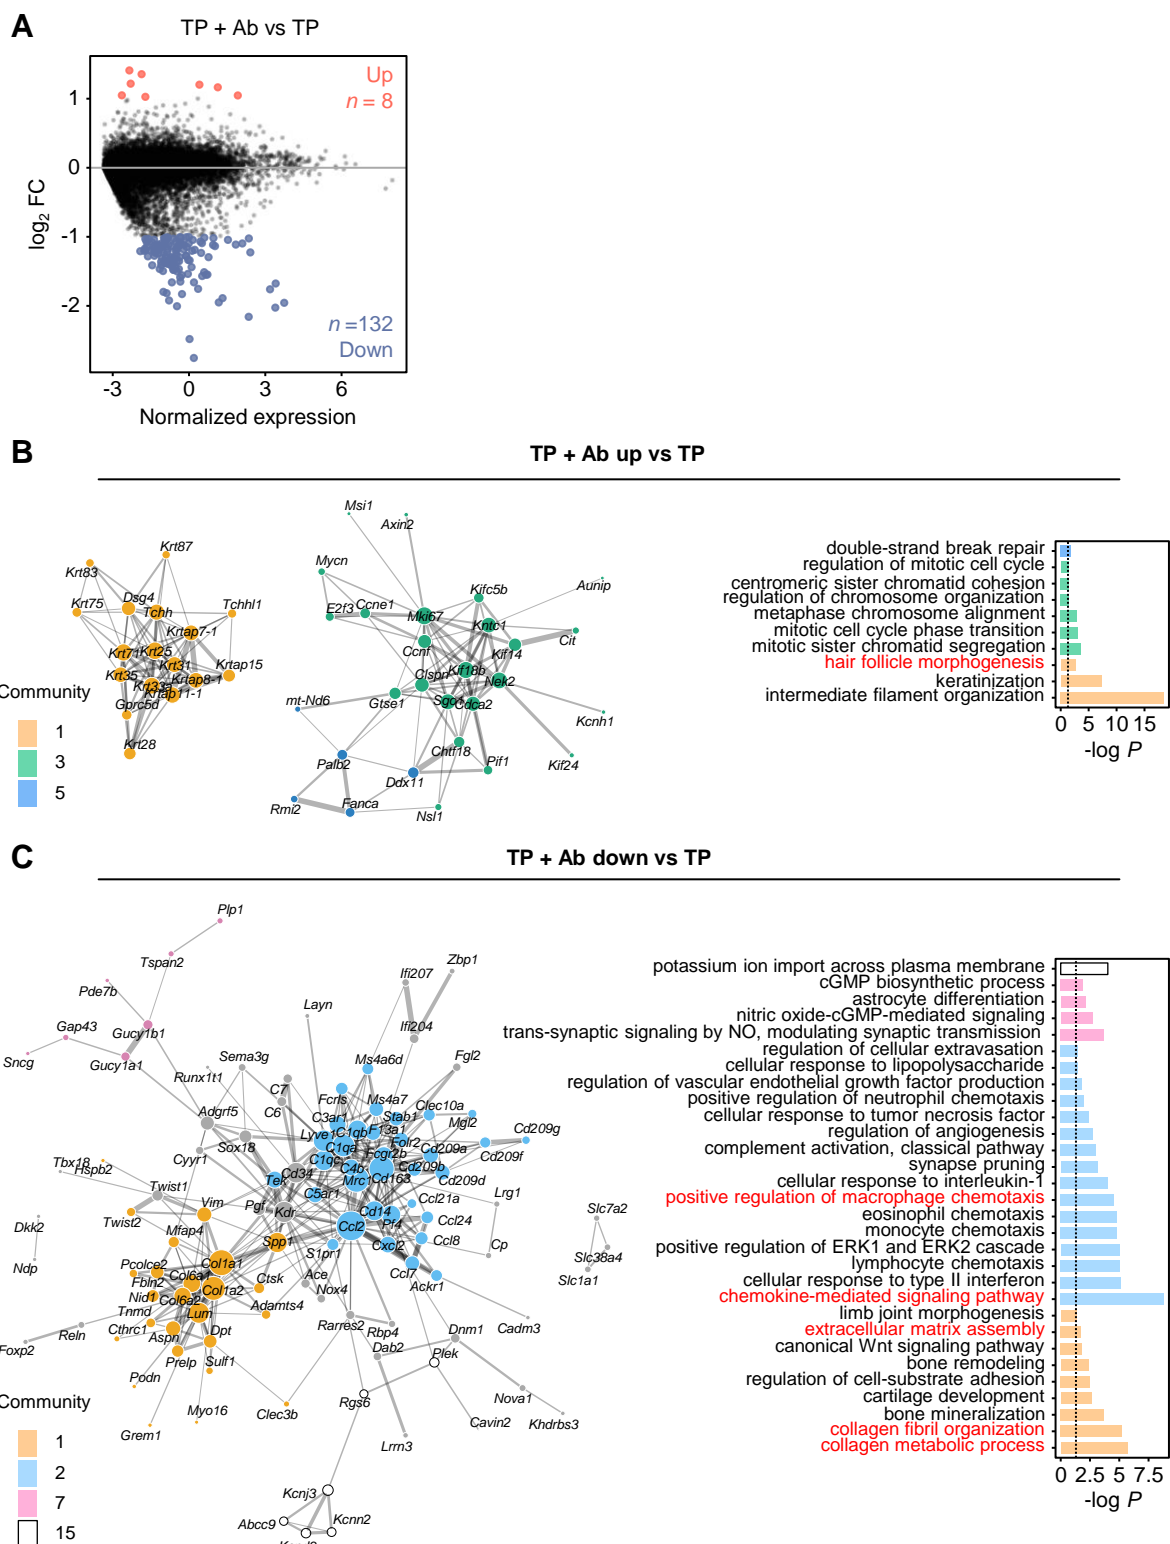

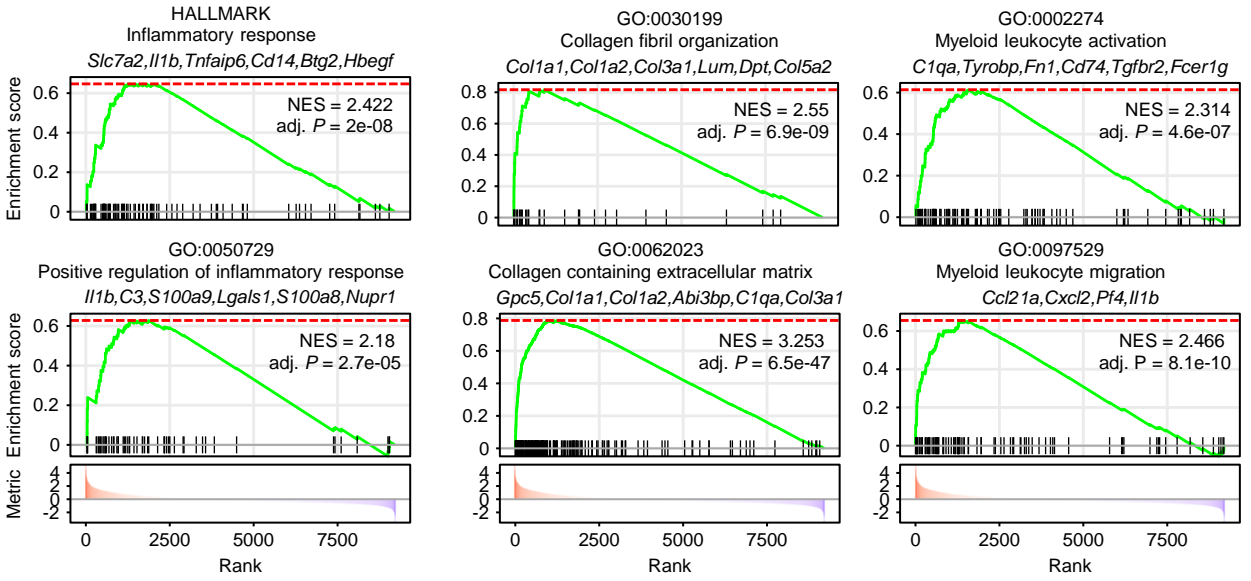

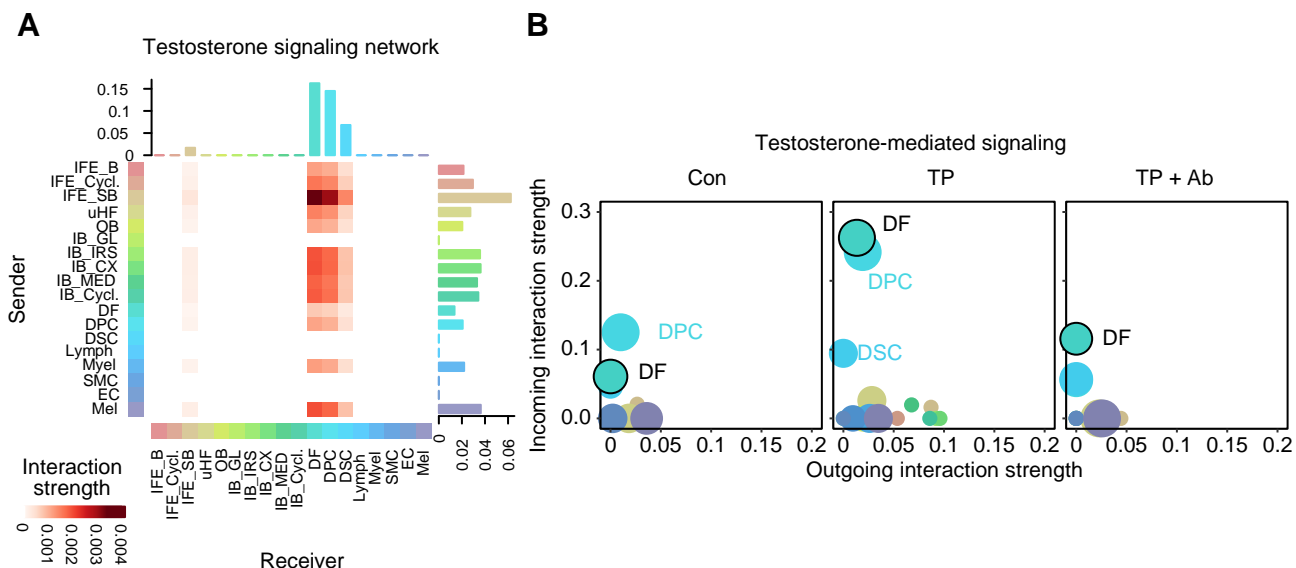

**Figure S4. Cell–cell communication analysis of the testosterone signaling network.** (A) CellChat analysis of the testosterone signaling pathway across skin cell types. Interaction strength was calculated based on the expression levels of the ligand gene in the sender cell and the corresponding receptor gene in the receiver cell. (B) Testosterone signaling intensity from CellChat analysis. Dot size represents the number of significant interactions.

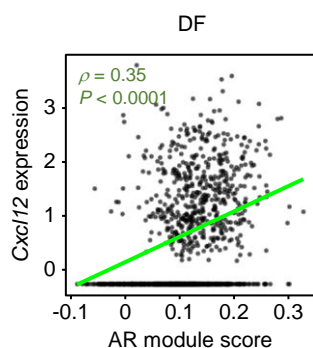

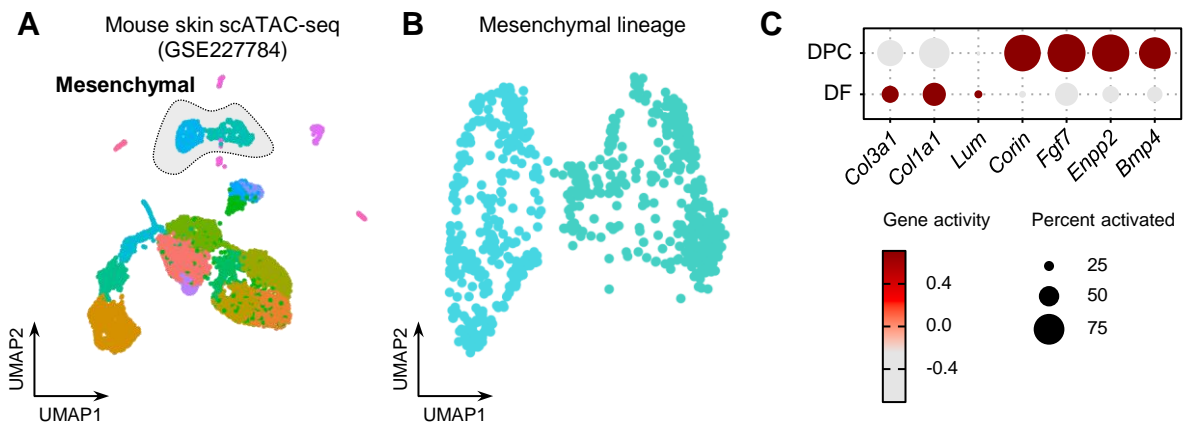

**Figure S6. scATAC-seq analysis of mesenchymal subtypes in mouse skin.** (A) UMAP representation of scATAC-seq data from GSE227784, colored by Louvain clusters. The peak-by-barcode matrix was normalized using term frequency-inverse document frequency (TF-IDF), followed by singular value decomposition (SVD) for dimensionality reduction. UMAP was generated using components 2 through 30 of the latent semantic indexing (LSI) space. (B) Zoomed-in UMAP view of mesenchymal cells, highlighting subclusters annotated as DF and DPC based on gene activity scores. (C) Dot plot displaying gene activity levels of canonical marker genes used for identifying DF and DPC subtypes.

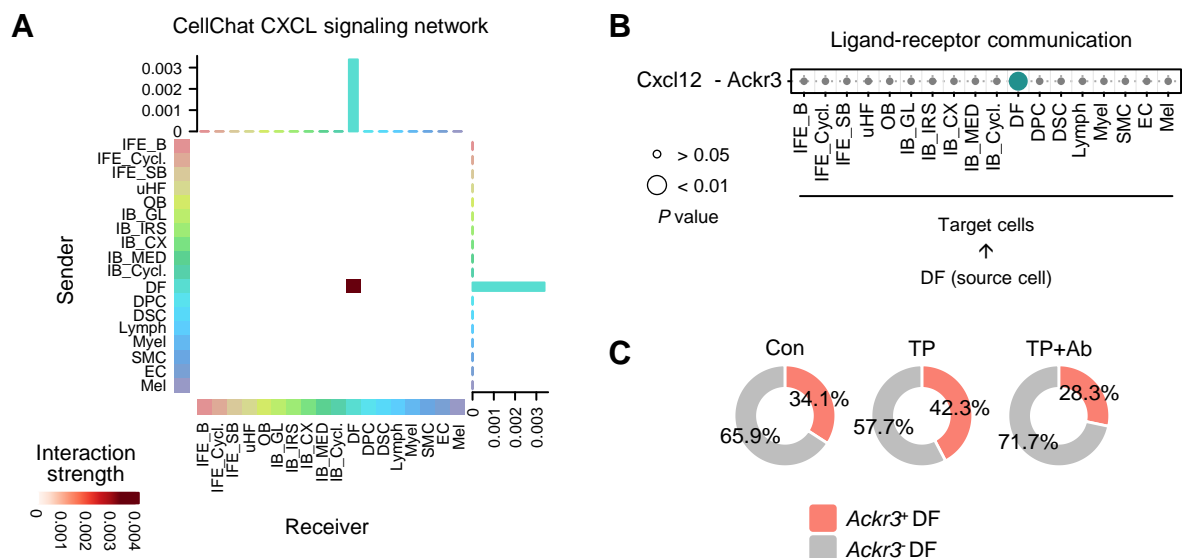

**Figure S7. Cell-cell communication analysis of the CXCL12 signaling network.** (A) CellChat analysis of the CXCL signaling pathway across skin cell types. Interaction strength was calculated based on the expression levels of the ligand gene in the sender cell and the corresponding receptor gene in the receiver cell. (B) Dot plot showing statistically significant ligand-receptor pairs mediating CXCL12 signaling from DFs to target cells. Dot size represents the  $P$  value derived from a one-sided permutation test. (C) Proportion of *Ackr3*-expressing cells within the DF subset.

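The share of DF-like cells with an Ackr3 UMI depends on how many UMIs of each cell are read. Thinned to 500 UMIs, which leaves out no cell, it was 9.77% (6.15 to 14.5) in control and 9.385% (7.255 to 11.9) in TP. Thinned to 2000 UMIs, which leaves out 106 control and 78 TP cells, it was 36.7% (27.7 to 46.5) and 25.2% (21.7 to 28.9). Without the Schwann-like and unnamed cells of the cluster, the share at 1000 UMIs was 24.4% (15.8 to 34.9) in control and 17.9% (14.6 to 21.5) in TP, and unthinned 54.65% and 51.98%.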

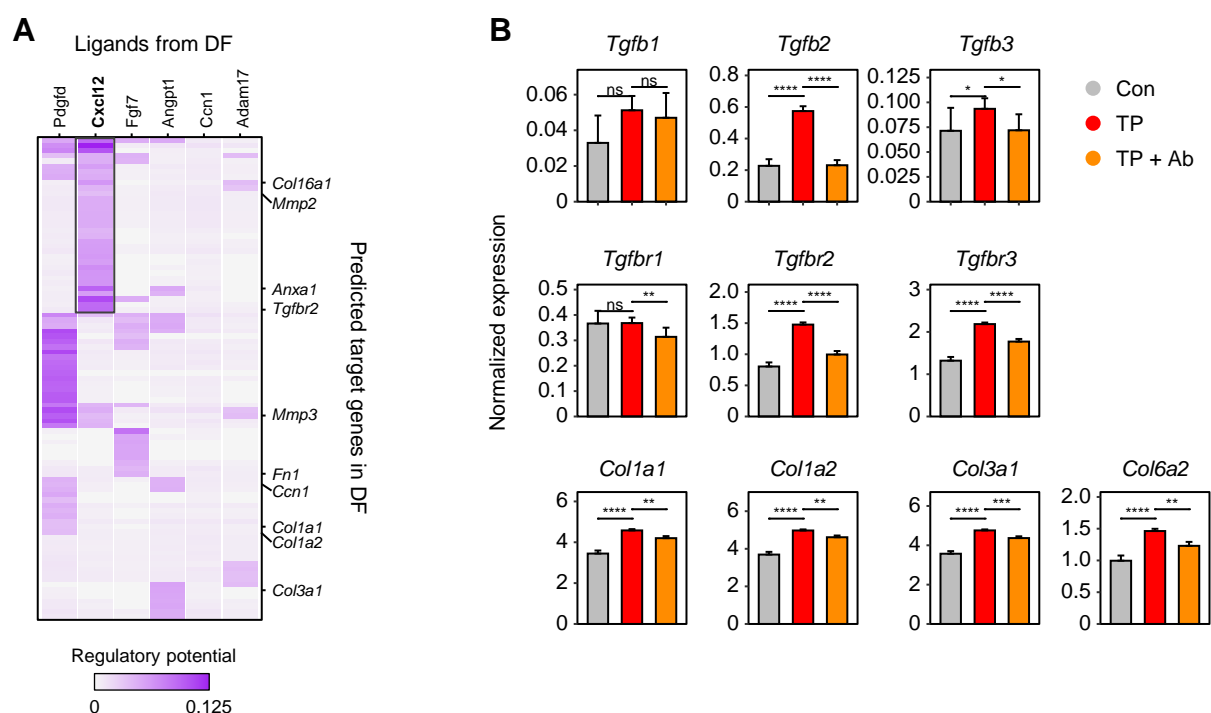

**Figure S8. Target genes of DF-derived CXCL12-ACKR3 signaling.** (A) NicheNet analysis identified CXCL12 among top DF ligands associated with high regulatory potential for fibrosis-related target genes. Analysis was performed based on differential expression between TP and control. (B) Expression levels of TGF signaling and collagen-related genes across groups. Values are presented as mean  $\pm$  standard error; Wilcoxon test used for significance (\* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , and \*\*\*\* $P < 0.0001$ ).

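On the paper's measure, the mean over cells of ln(counts per 10000 + 1), DF-like cells of control and TP had means of 0.231 and 0.611 for Tgfb2, 0.0763 and 0.09495 for Tgfb3, 0.357 and 0.385 for Tgfbr1, 0.770 and 1.545 for Tgfbr2 and 1.32 and 2.19 for Tgfbr3. The collagen means were 3.29 and 4.63 for Col1a1, 3.56 and 5.01 for Col1a2, 3.44 and 4.78 for Col3a1 and 0.982 and 1.501 for Col6a2. This mean weighs each cell equally.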

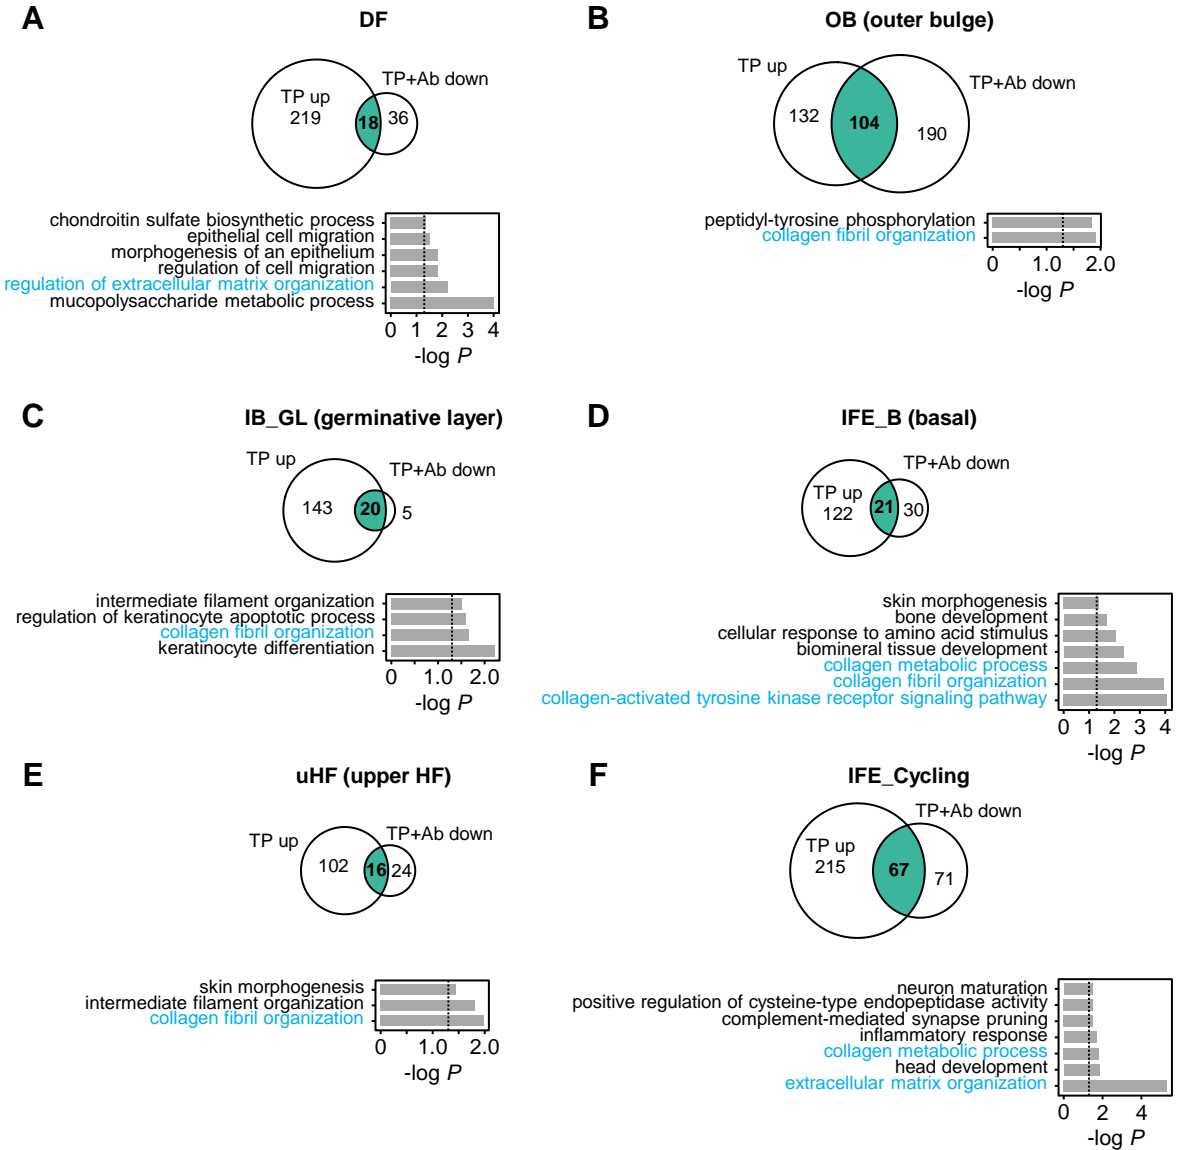

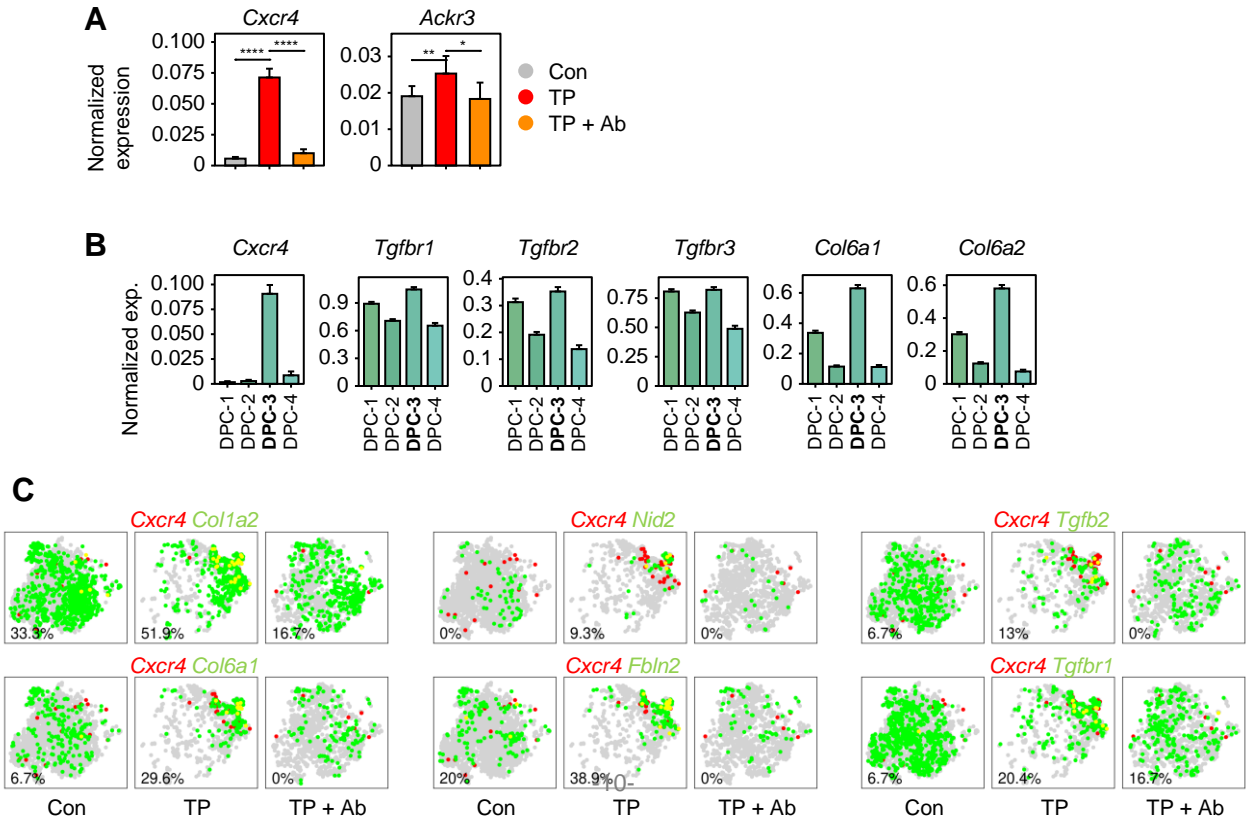

**Figure S10. Expression of *Cxcr4* and related genes in DPCs.** (A) Mean ( $\pm$  standard error) expression of *Cxcr4* and *Ackr3* in DPCs across groups. Wilcoxon test used for significance (\* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , and \*\*\*\* $P < 0.0001$ ). (B) Expression levels of *Cxcr4*, *Tgfb1/2/3*, and *Col6a1/2* in DPC subclusters. (C) Co-expression analysis of *Cxcr4* with ECM and TGF- $\beta$  genes in DPCs; red = *Cxcr4*<sup>+</sup>, green = specified gene-positive, and yellow = double-positive.

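On the same measure, the mean over DPC-like cells of ln(counts per 10000 + 1) was 0.00418 and 0.0776 for Cxcr4 in control and TP, and 0.0149 and 0.0180 for Ackr3. Both rest on few cells, as 40 control and 26 TP cells had an Ackr3 UMI.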

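Of the TGF-β ligands in the DPC-like subclusters of TP, Tgfb2 was 115 CPM in subcluster 0, 123 CPM in subcluster 1, 107.5 CPM in subcluster 3 and 62.5 CPM (51.98 to 74.6) in subcluster 5. Tgfb1 was 17.3 CPM (12.0 to 24.2) in subcluster 5 and 14.0 CPM (11.6 to 16.7) in all DPC-like cells of TP. Tgfb3 had 9 UMIs in subcluster 5, which is 4.58 CPM (2.09 to 8.69).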

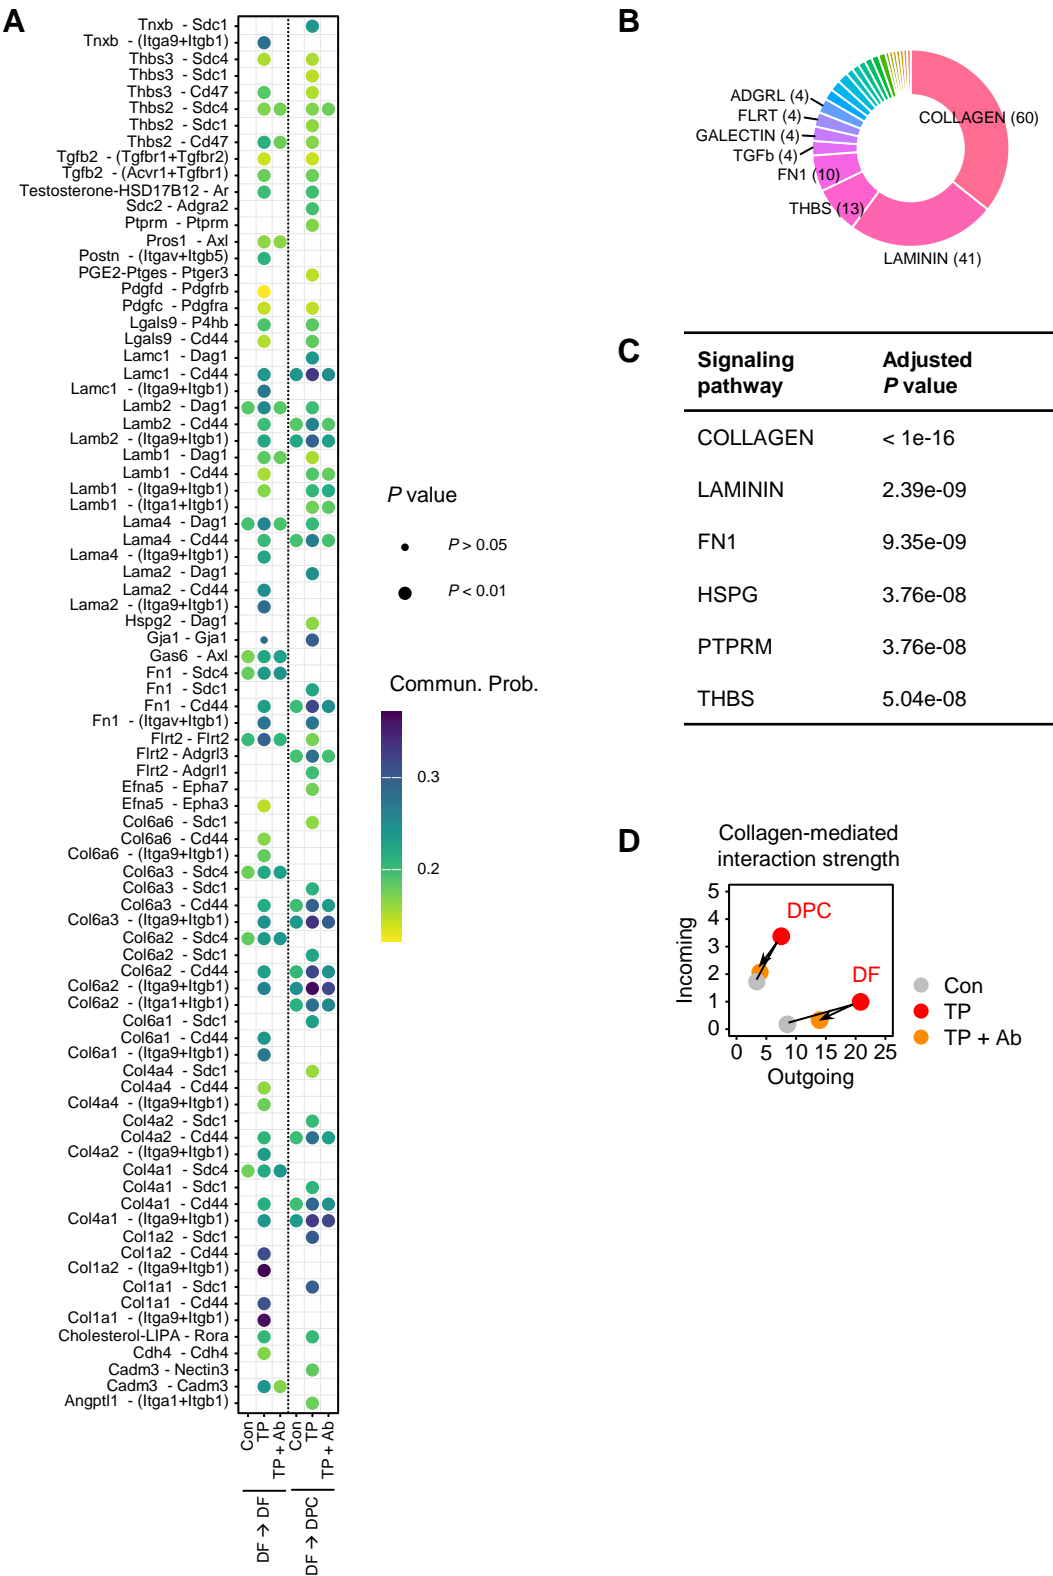

**Figure S11. Cell-cell communication between DF and DPC.** (A) Dot plot of significant ligand-receptor pairs mediating communication between DFs and DPCs, with emphasis on interactions reversed by CXCL12 blockade. Reversal was defined as a >3-fold change in communication probability. Dot color and size represent the communication probability and *P* value from a one-sided permutation test, respectively. (B) Distribution of ligand-receptor pairs by signaling pathway categories. (C) Enrichment of major signaling pathways in DF-DPC interactions compared to the global CellChat signaling database, assessed by chi-squared test. (D) CellChat analysis of collagen signaling interaction strength between DFs and DPCs.

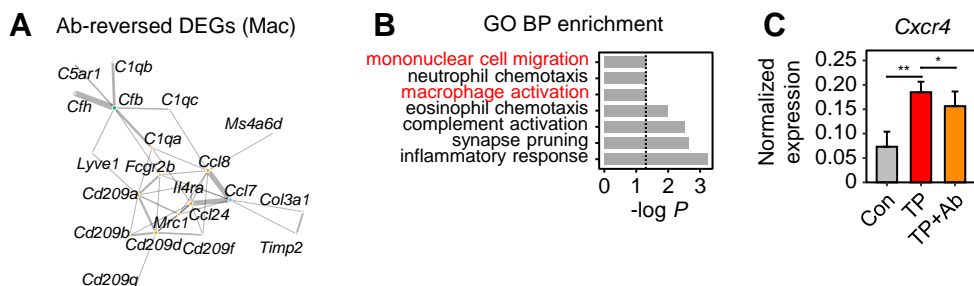

**Figure S12. GO enrichment in macrophages.** (A-B) STRING network and GO BP enrichment of Ab-reversed DEGs in macrophages. (C) Mean ( $\pm$  standard error) expression level of *Cxcr4* in macrophages across groups. Wilcoxon test; \* $P < 0.05$  and \*\* $P < 0.01$ .

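In macrophage-like cells the mean of ln(counts per 10000 + 1) of Cxcr4 was 0.118 in control and 0.262 in TP, from 7 UMIs in 80 cells and 83 UMIs in 291 cells. A Cxcr4 UMI was found in 6.25% (2.06 to 14.0) and 21.0% (16.4 to 26.1) of these cells, and in 2.70% (0.329 to 9.42) and 5.155% (2.91 to 8.36) after thinning to 1000 UMIs, which left out 6 control and 0 TP cells.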

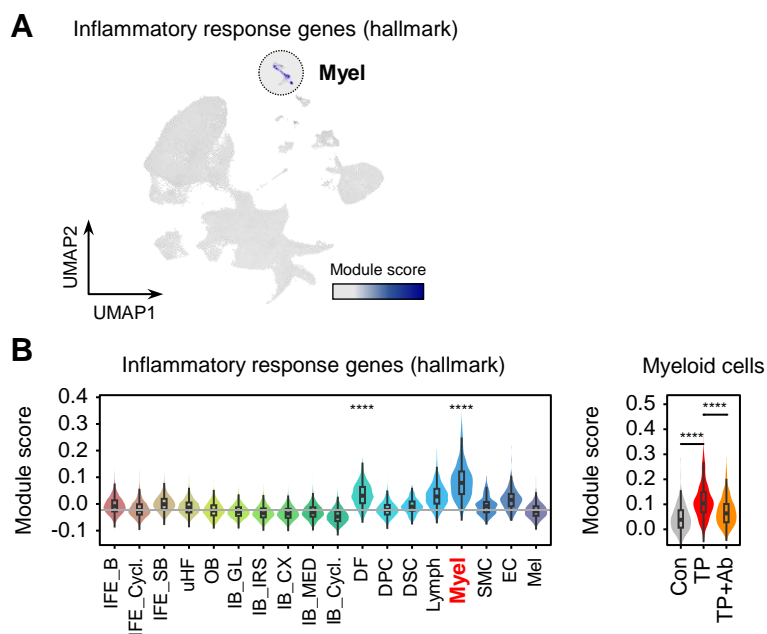

**Figure S13. Inflammatory response module scores.** (A) UMAP plot colored by inflammatory response module score based on MSigDB Hallmark genes. (B) Violin plots of inflammatory response module score by cell type and group. Wilcoxon test; \*\*\*\* $P < 0.0001$ .

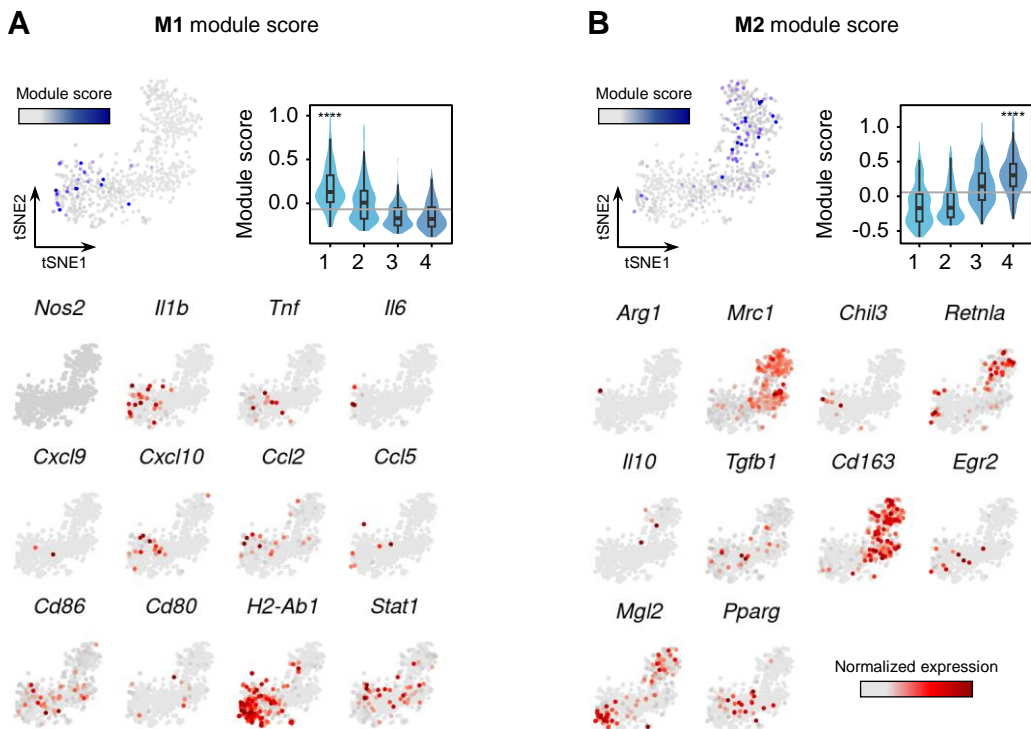

**Figure S14. M1 and M2 module scores in macrophage subpopulations.** (A) Top: tSNE representation of macrophage subsets colored by M1 module score, alongside violin plots comparing M1 scores across subpopulations. Module scores were calculated using a curated set of M1-associated genes. Wilcoxon test; \*\*\*\*  $P < 0.0001$ . Bottom: tSNE plots colored by expression levels of representative M1 marker genes. (B) Same as (A), but for the M2 module score, calculated using selected M2-associated genes.

How the deposited data were processed for this re-analysis (not part of the article)

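Skin cells of the control and TP groups were analysed, each a pool of 15 mice in 1 library. The TP + Ab group is not analysed here. The authors dissociated the skin, made droplet libraries and ran Cell Ranger, which assigned reads to the genes of the mm10 (GRCm38) annotation, removed copies of the same molecule by its identifier and kept the barcodes it called as cells. The deposited values are counts of UMIs per gene and barcode, whole numbers without normalization. The authors' limits on genes and mitochondrial content and their removal of doublets are steps after these files, and they were applied here. Levels per 1000000 UMIs (CPM), means of ln(counts per 10000 + 1), shares, clusters and names are computed here and were not taken from the authors. Gene positions come from the RefSeq annotation of GRCm38.p6, matched by symbol.

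Cells with 200 to 8000 genes and at most 10% mitochondrial counts were kept. DoubletFinder was not used, and its procedure was rewritten: artificial doublets amounting to 25% of the merged data, 30 principal components, and the share of artificial cells among the nearest 1% of the merged data, with the 7.5% of barcodes of highest share removed per library. The doublets called had medians of 4853 UMIs in control and 12666 in TP. Seurat 5.3.0 (SeuratObject 5.2.0, R 4.3.3) was used for log normalization, 2000 variable genes, reciprocal PCA anchor integration of both libraries, 30 components, shared nearest neighbours and Louvain clustering at resolution 1. The study's default anchor step needs more memory and was replaced by reciprocal PCA. Subclusters used 20 components and resolutions of 0.3 for DPC-like and 0.6 for immune cells. Cxcl12, its receptors, the collagens, the TGF-β ligands and receptors and other genes of the paper's claims, matrix genes among them, were kept out of the features for clustering, and for the subclusters also the paper's DPC and macrophage genes. Il1b, Cxcl2, Mki67, Acta2 and the genes named by size were not kept out. The other steps ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and edgeR 4.0.16 gave TMM factors only.

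Cell type markers, main settings, most alternatives and the rule for named genes were set before the data were examined. A cluster took the name of the class whose markers scored highest, where at least 3 of them were detected and the score reached 1.25, and no name where its leading 10 genes held more markers of another class than of its own. These choices came later, once clusters and their sizes per library had been seen: the score of 1.25, the comparison of markers among the leading genes, the pooling of clusters with an immune score of 2.5 for a second clustering, the definition of macrophage-like cells, the split of the DF-like cluster at resolution 0.3, and following the DPC-like subcluster with the highest Cxcr4 level and the myeloid-like one with the highest Trem2 level. The bounds of percentiles 2.5 and 97.5 for gene families were set then too. The unnamed clusters and the mixed immune subcluster held 11681 control and 2281 TP cells. Zfp36, Ier3 and Fosb were left out of the list of immediate-early genes because their rise had been seen.

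UMIs were summed over the cells of a class and divided by the class total. Intervals at 95% are exact Poisson for sums, Clopper-Pearson for shares and exact conditional binomial for ratios, and cover counting error only, not differences between animals, dissociations or libraries. With 1 library per condition no test, p-value or standard error was computed. A count of 0 is given with the limit that 3 counts allow or with its interval. Shares of cells with a UMI were computed after thinning every cell to 1000 UMIs, since a deeper cell shows a rare transcript more often, and 5362 control and 861 TP cells lay below that depth. Inner root sheath-like cells served as the measure of background from free RNA, except for Atf3, Jun and Tgfbr1. Genes were counted as different where log2 of counts per 10000 plus 0.1 differed by at least 1. The control library held 106853545 UMIs in kept cells and the TP library 134010812. With the pseudocount, the median log2 ratio of the 17578 genes with at least 50 UMIs was -0.06, and 0.00 with TMM factors. These factors, TP over control, were 0.840 over all cells, 0.761 in DF-like, 0.9315 in DPC-like and 0.797 in macrophage-like cells, so they raise every ratio of TP over control computed without a pseudocount by the inverse.

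The genes named are those the paper names for a claim and, for whole libraries and for DF-like, DPC-like and myeloid-like cells, the 5 largest rises and 5 largest falls in log2 CPM ratio among genes with at least 200 UMIs in both libraries together, with a pseudocount of 1 UMI per library before scaling and without gene models that have no symbol. A gene that the paper names for a claim is not reported here. Msantd1 and Galnt9 fall under this rule and are also named as leading genes of a subcluster. Cxcl10, which leads a cluster, and the genes left out of the list of immediate-early genes are named outside the rule and were chosen after their values were seen.

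The comparison of control and TP over whole libraries was tested on simulated data, with counts drawn for the 32285 genes from the real means and library sizes and 200 genes changed, all at a level of at least 0.500 counts per 10000. Of the genes changed 2.5-fold, 100% passed the 2-fold rule, as did 100% of those changed 4-fold and 100% of those changed 8-fold, and 0 unchanged genes passed it. All 10 genes named by the rule had been changed in the right direction. With unequal class shares as in these libraries, 97% of the genes changed 4-fold passed it over whole libraries and 100% with the control's class shares, while 70 unchanged genes passed it over whole libraries and 0 with the control's class shares. Of 30 unchanged lists of 30 genes, 1 reached percentile 97.5, and of 30 lists raised 1.5-fold, 30 did. The genes of these lists, also at a level of at least 0.500 counts per 10000, were drawn independently and without unequal class shares. Families whose genes share a cell type or lie at lower levels were therefore not tested. For the ranking against Cxcr4 over the DPC-like cells of TP (3763 genes, 18 positive cells), 76.5% of the 200 genes raised 4-fold in the positive cells fell within the first 200 ranks, where chance would place 5.315%.

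The alternatives changed the removal of doublets, the mitochondrial limit, the minimum depth, the integration, the genes used for clustering, the resolutions, the pseudocount, the filter on low counts, the scaling, the weighting of classes, the measure and the depth of thinning. Gene ontology, ligand and receptor models, transcription factor targets, module scores, chromatin accessibility and protein networks were not rerun, so the claims that rest on them have no values here. Comparisons with the TP + Ab group were left out because that group is not analysed here.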

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

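The tests on the shares of classes and subclusters were chosen only after the rises had been seen, and the test on immediate-early genes before. Genes outside those the paper discusses were taken up where their level in TP lay furthest above that of the control library, as log2 CPM ratios with a pseudocount of 1 UMI. The difference between 1 control and 1 TP library has no replicate check, and treatment, dissociation and library are confounded in it. Depth acts on both CPM values only through counting error, and TMM factors raise the ratios over all, DF-like and DPC-like cells further, so neither lowers a rise. Free RNA from other classes was not tested for these genes.

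Over all cells, the largest rises were those of Krt6b (6.09, from 33 to 2911 UMIs), Sprr2h (5.00), Creb3l3 (4.76), Ly6m (4.76) and Sult1e1 (4.74). The control had 7 UMIs of Sprr2h, 7 of Creb3l3, 8 of Ly6m and 19 of Sult1e1. With the control's shares of clusters in both libraries the values were 5.15, 4.02, 2.38, 3.62 and 2.18, with a median of 3.62, which argues against unequal shares alone as the source. The part of the rise that those shares removed was largest for Sult1e1 and Creb3l3. Krt6b, Sprr2h and Ly6m belong to multigene families whose reads the authors' counting could have split, and Krt6b is among the leading genes of an interfollicular epidermal cluster. An effect of TP on the epidermis stays open and untested.

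In DF-like cells, Igfbp2 (3.94), Has1 (3.90), Ctla2a (3.61), Ugdh (3.00) and Cthrc1 (2.93) rose most. Igfbp2 and Has1 rest on 3 and 1 control UMIs, with CPM ratios of 20.4 (6.95 to 99.4) and 29.7 (5.29 to 1178), where the intervals cover counting error only. Ugdh, with 85 and 6018 UMIs, had a ratio of 8.09 (6.535 to 10.15). Over the rest of the cluster without its Schwann-like and unnamed cells, with the control's shares of the remaining subclusters, the log2 values were 3.34, 3.24, 2.71, 2.59 and 2.29, with a median of 2.71. Cells of other types and unequal subcluster shares therefore do not account for most of these rises. Ctla2a belongs to a multigene family, and a state that differs within the subclusters, from TP or from handling, stays open, as 13 immediate-early genes had a median log2 ratio of 1.21 in these cells.

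In DPC-like cells the largest rises were those of Msantd1 (5.12), Kcnj3 (4.24), Zfp36 (3.97), Cxcl1 (3.96) and Galnt9 (3.82), and Zfp36 went from 426 to 4750 UMIs. Msantd1 and Galnt9 also lead subcluster 5, which is nearly all TP cells. Without that subcluster the values were 4.94, 3.67, 4.03, 4.26 and 2.87, with a median of 4.03, which argues against that subcluster as their source. The shares of the other subclusters were not equalized. Subcluster 3, with Cxcl1 among its leading genes, went from 6.51% of the DPC-like cells in control to 21.8% in TP, so a part from these shares stays open. Zfp36 is an immediate-early gene that handling of the cells can raise. Of 11 keratinocyte, melanocyte-like and EC-like classes, 8 had a median log2 ratio above 0.5 over 13 other immediate-early genes and 1 had one below 0.25, with medians from 0.141 to 1.97. Handling was set to need a median above 0.5 in every class and to be excluded by medians below 0.25 in most, so handling and a response to TP cannot be told apart for these genes.

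In myeloid-like cells, Ccl7 (4.20), Ccl2 (3.96), Il4ra (3.47), Socs3 (3.06) and Cd14 (2.94) rose most. The control had 3 UMIs of Ccl7 and 2 of Ccl2, so their CPM ratios of 24.4 (8.31 to 119) and 23.2 (6.375 to 193) have wide counting intervals. Cd14 had 13 and 702 UMIs and a ratio of 8.225 (4.78 to 15.5). With the control's shares of the myeloid-like subclusters the log2 values were 3.10, 3.4, 3.21, 2.33 and 2.89, with a median of 3.10, which argues against unequal subcluster shares alone. The 13 immediate-early genes had a median log2 ratio of 1.22 in these cells, so activation by handling stays open beside a response to TP, which was not tested.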

How the results depend on the processing

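The alternatives without the Schwann-like and unnamed cells of the DF-like cluster, per interfollicular epidermal cell, with other sets of immune subclusters and with the class shares of TP were chosen after seeing the data. No paired analysis was possible because each condition has 1 library and no replicate number. The 91 results had 428 values under alternatives, of which 225 stayed within the counting interval of the main value (for gene counts within 1.5 times, for gene families on the same side of the bounds of percentiles), 189 moved beyond it and 14 passed to the other side of 1 from a main value whose interval excludes 1. Counted without regard to the interval, 30 ratios lay across 1 from their main value. Among the alternatives chosen after seeing the data, 17 of 48 values stayed within, 28 moved and 3 passed to the other side from such a main value (7 without regard to the interval). Every alternative listed beforehand was run. Unless a cause is given, the cause was not tested.

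The ratio of TP over control kept its direction under every alternative run for the DF-like share (2.35 to 12.35), the myeloid-like share (2.43 to 7.74), Cxcr4 in all cells (3.26 to 6.43), Cxcr4 in DPC-like cells (12.3 to 18.6), and Tgfb2 (2.35 to 3.77) and Anxa1 (2.35 to 4.50) in DF-like cells. Cxcr4 in macrophage-like cells also stayed above 1 (1.63 to 4.58, with a main value of 1.505), but it rests on 7 control UMIs and its main interval includes 1. All 11 values without filters, and all values for a mitochondrial limit of 5%, cells with at least 1000 UMIs, merging without integration, resolution 2 and genes with at least 50 UMIs, stayed within the interval. So did 31 of 47 without removal of doublets and 38 of 53 with variable genes from all genes.

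For the whole libraries, weighting classes by the control's shares gave ratios of 0.795 for Cxcl12 and 0.479 for Ackr3, 60 higher and 7 lower genes, and percentiles of 82.0 for collagens and 64.5 for hair keratins. The shares of TP gave 0.8295 for Cxcl12, 3.26 for Cxcr4 and 0.488 for Ackr3, with 59 higher and 10 lower genes. Cxcl12 thus fell below 1 with either set of shares, which by construction removes differences in the UMI shares of the 30 clusters. Classes that lie within the same cluster, as some immune cells do, keep their differences. TMM factors, which multiply every ratio by 1 value per cell set, gave 2.33 for Cxcl12 and 1.11 for Ackr3 and 63 lower genes. Cells weighted equally gave 2.25 for Cxcl12 and 1.35 for Ackr3. The mean of ln(counts per 10000 + 1) gave 2.70 for Cxcl12, 6.43 for Cxcr4 and 1.68 for Ackr3, and after thinning to 1000 UMIs 2.13 for Cxcl12 and 1.34 for Ackr3. Ackr3 therefore passed 1 on the unthinned mean, its thinned form, TMM factors and equal weights. A pseudocount of 1 left 49 higher and 14 lower genes against 300 and 140 at 0.1, and one of 0.01 gave 784 and 608, since the pseudocount sets how low a gene can pass.

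Within DF-like cells, TMM factors gave ratios of 1.56 for Cxcl12, 1.145 for Ackr3, 0.791 for Tgfbr1, 2.29 for Tgfbr2, 2.02 for Tgfbr3, 2.39 for Col1a1, 2.425 for Col1a2, 2.215 for Col3a1, 1.47 for Col6a2, 2.02 for Mmp2 and 4.50 for Anxa1. The mean of ln(counts per 10000 + 1) gave 1.465 for Cxcl12, 1.12 for Ackr3, 1.08 for Tgfbr1, 1.405 for Col1a1, 1.41 for Col1a2, 1.39 for Col3a1, 1.53 for Col6a2, 1.91 for Col16a1, 1.95 for Mmp2 and 2.35 for Anxa1, so that Tgfbr1 passed to the other side of 1, and 1.21 for Ackr3 in DPC-like cells. After thinning it gave 0.2735 for Tgfb1, 0.432 for Tgfbr1, 1.31 for Col1a1, 1.32 for Col1a2, 1.28 for Col3a1, 1.32 for Col6a2, 1.71 for Col16a1 and 2.44 for Anxa1. Without removal of doublets the ratios were 1.72 for Col1a1, 1.76 for Col1a2 and 1.62 for Col3a1. Leaving out the Schwann-like and unnamed cells gave 0.912 for Cxcl12, 1.49 for Tgfbr2, 1.26 for Col1a1, 1.255 for Col1a2, 1.19 for Col3a1, 0.8003 for Col6a2, 1.08 for Mmp2 and 2.84 for Anxa1, the ratio of the DF-like share was 12.35, and the thinned share of control cells with Ackr3 was 24.4%. Cxcl12, Ackr3, Tgfb1, Tgfb3, Col6a2 and Col16a1 have main intervals that include 1 in these cells, so their side of 1 is not fixed by this depth, and no change is read from the thinned level of Tgfb1, which had 7 control UMIs.

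The ratio of the DF-like share was 10.6 with 15% of the barcodes removed as doublets and 2.35 per interfollicular epidermal cell. The ratio of the myeloid-like share was 5.22 without marker genes among the features, 4.26 with variable genes from all genes, 4.00 with the mixed immune subcluster and 2.43 for both immune clusters whole. The rule that leaves out the mixed subcluster was set after its cells per library had been seen, and it raises the ratio. Variable genes from all genes also gave 4.58 for Cxcr4 in macrophage-like cells. Without integration, the DPC-like subcluster with the highest Cxcr4 level held 42.6% of the TP cells at 27.5 CPM. A finer resolution of 0.6 gave 11 DPC-like subclusters, and one of 1 a ratio of 7.66 for the myeloid-like subcluster with the highest Trem2 level.

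Shares of cells with a UMI moved with depth. Without thinning, 32.1% of control and 44% of TP DF-like cells held Ackr3 and 27.9% and 49.85% Cxcl12. At 500 UMIs these were 9.77%, 9.385%, 4.65% and 8.615%, and at 2000 UMIs 36.7%, 25.2%, 31.2% and 26.9%. Of the Ackr3-positive cells, the unthinned shares were 71.0% in control and 93.4% in TP for Tgfbr2, 66.7% and 89.5% for Col6a2, and 97.1% in control for Col1a2. At 500 UMIs they were 9.52% and 27.9% for Tgfbr2, and in TP 93.4% for Col1a2 and 19.7% for Col6a2. Of the Cxcr4-positive macrophage-like cells of TP, 77.05% held Tgfbr2 and 95.1% Atf3 unthinned, and at 500 UMIs 53.85% held Jun and 0% Tgfbr1. The share of those of the control with Jun was 0% at 500 UMIs. Thinning removes UMIs by construction, so these shares describe a depth and not a cell.

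Among further genes of the paper, the mean of ln(counts per 10000 + 1) took Col1a1 (1.03) and Col3a1 (1.03) in DPC-like cells above 1. Col6a1 in DF-like cells was 0.848 without the Schwann-like and unnamed cells. In macrophage-like cells Col1a2 was 0.711 without removal of doublets, against 3.198 from 5 control UMIs. Egfr there was 0.819 without removal of doublets, 0.6445 with variable genes from all genes and 0.636 with the mixed immune subcluster, against 1.60.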

Differences from the paper's values

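Of 72 values set beside the paper's, 4 differ by more than 1.5 times and beyond the counting interval. The co-detection shares among them were thinned to 1000 UMIs, a step the paper does not describe. Unthinned, those with Ackr3 in DF-like cells lay over 1.5 times from Fig. 4E for Tgfbr2 and Col6a2, but not for Col1a2 and Col3a1. For Tgfbr2 they were 71.0% in control and 93.4% in TP, against about 34% and 47% read by eye. In control, 2 Cxcr4-positive macrophage-like cells give intervals up to 84.2% for a share of 0, so a difference could hardly show. No test stands behind these comparisons. The paper's tests of expression and of cell shares between groups had 1 pool of cells per group. The folds in all cells were set beside the paper's on its measure, the mean of ln(counts per 10000 + 1). The classes were named anew, so a group here can be wider or narrower than the paper's.

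The share of DF-like cells with Ackr3 was 16.0% in control after thinning to 1000 UMIs, and the paper's is about 34% in Fig. S7C, read by eye. Of the alternatives set before the data were examined, thinning to 2000 UMIs (36.7%) and no thinning (32.1%) lie within 1.5 times of the paper's value, and thinning to 500 UMIs (9.77%) does not. An alternative chosen after seeing the values, without the Schwann-like and unnamed cells, gave 24.4%, within 1.5 times of it. In TP the share was 17.3% and the paper's is about 42% in Fig. S7C, read by eye. No thinning gave 44%, within 1.5 times of it, while 500 UMIs (9.385%) and 2000 UMIs (25.2%) do not. Without the Schwann-like and unnamed cells the TP share at 1000 UMIs was 17.9%, not within 1.5 times of it either.

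Of the Cxcr4-positive macrophage-like cells of TP, 26.7% held Col1a2 and the paper's share is about 7.1% in Fig. 6G, read by eye. Among the alternatives set before the data were examined, thinning to 500 UMIs (15.4%) holds it within its counting interval and no thinning (41.0%) does not. Of the Cxcr4-positive DPC-like cells of TP, 0 of 16 thinned cells held Col6a1, and the paper's share is about 30% in Fig. S10C, read by eye. Without thinning, also set beforehand, it was 75.7%, and neither value lies within 1.5 times of the paper's. The 0 depends on the draw. In another draw at 1000 UMIs, with 18 Cxcr4-positive cells, Col6a1 had a rho of 0.0277 with Cxcr4. A rho above 0 means that some Cxcr4-positive cells of that draw held Col6a1, but their share was not computed.

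The paper states that Ackr3 rises over all cells. As CPM it was lower in TP, with a ratio of 0.934, and on the paper's measure it was higher, at 1.68. Cxcl12 and Cxcr4 were higher on either, at 1.96 and 4.42 as CPM. The paper shows Cxcl12 highest in DFs. EC-like cells had 837 CPM in control and 469.5 CPM in TP, above DF-like cells at 214 and 253 CPM, although DF-like cells held 47.3% of all Cxcl12 UMIs of TP. The paper also shows a larger share of Ackr3-positive DFs in TP. The thinned shares had overlapping intervals, while the unthinned share of the whole DF-like cluster was higher in TP. Without the Schwann-like and unnamed cells the unthinned share was not higher in TP, at 54.65% in control and 51.98% in TP.

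The paper describes a DPC subpopulation with high Sox2 and Twist1 and the highest Cxcr4. In TP, DPC-like subcluster 5 had the highest Cxcr4 and Twist1 levels (656 CPM of Twist1), but its Sox2 level, 87.5 CPM, was below that of all DPC-like cells, 137 CPM. Subcluster 0 had the highest Sox2 level (299 CPM), with Twist1 at 338 CPM against 399.8 CPM in all DPC-like cells. Without integration, an alternative set before the data were examined, the subcluster with the highest Cxcr4 level (27.5 CPM) had the highest Twist1 level (527 CPM) and Sox2 at 203 CPM, close to the highest, 204 CPM. It held 34 control and 569 TP cells. At a resolution of 0.6, also set beforehand, the subcluster with the highest Sox2 level (351 CPM, 116 control and 219 TP cells) had Twist1 at 425 CPM (389.7 to 462), with Cxcr4 at 8.70 CPM against 17.5 CPM in all DPC-like cells. The paper states that TGF-β receptors are raised in that subpopulation, and in subcluster 5 Tgfbr2 was 43.2 CPM against 76.3 CPM in all DPC-like cells of TP, Tgfbr3 229.8 against 244 CPM and Tgfbr1 340.2 against 317 CPM. Col6a1 and Col6a2 were higher in subcluster 5 than in every other subcluster of TP except subcluster 6. Among genes related to Cxcr4 the paper names Col6a1 and Col15a1, which ranked 685 and 245 of 3895 genes by correlation across cells.

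Of the macrophages, the paper states that Csf1r, Fgfr1 and Itgam are enriched in the Trem2-positive ones. Fgfr1 was higher in subcluster 5 (612 CPM) than in the subcluster with the highest Trem2 level (304.5 CPM), and Itgam higher in subcluster 2 (435 CPM) than there (242 CPM), while Csf1r was highest there, at 840.1 CPM.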

Other observations

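The tests of free RNA from fibroblasts and of Schwann-like and unnamed cells in the DF-like cluster were chosen after their results were seen. So were those of class shares alone, per interfollicular epidermal cell, and of depth for the mean of Ackr3. The other tests were chosen before.

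The higher share of DF-like cells in TP was weighed against losses of other cells. Per interfollicular epidermal cell the ratio was 2.35 (2.01 to 2.75), so a smaller share of hair follicle cells does not account for all of the rise, although the ratio is lower than over all cells. With a mitochondrial limit of 5% the ratio over all cells was 6.05, so a tighter limit changed it little. The limit of 10% removed 7.58% of the control and 22.6% of the TP barcodes. These stay removed at 5%, so that run cannot decide whether their unequal loss raised the ratio. Unequal yield of fibroblasts from the dissociation of 1 pool per group was not tested and may add to the rise.

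Of the 440 genes at least 2-fold different between the libraries, 12.95% stayed so in the same direction with the control's class shares in both libraries. With the control's level in every class and the class shares of TP, 6.82% passed, which argues against class shares as the only source. The first value is in line with class shares as part of the source. Split into both parts, the log2 ratios of the 300 higher genes had medians of 0.67 from class shares and 0.63 within classes, and those of the 140 lower genes -0.70 and -0.51, so both parts contribute. Class shares may follow from TP, from the hair cycle stage of the pools or from dissociation.

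Col1a1, Col1a2 and Col3a1 together reached 131 CPM in cortex-like to 184 CPM in outer bulge-like cells of TP, against 93144 CPM in DF-like cells. Free RNA from fibroblasts is a candidate source, and it would keep the proportions of the 3 genes. Col1a1 made up 32.5% of the 3 in DF-like cells, and the largest distance from that over the keratinocyte classes was 11.7 percentage points, in cortex-like cells with 96 UMIs, where the share was 20.8% (13.2 to 30.3). That lies beyond the 10 points set for free RNA and within the 20 set against it. The proportions therefore cannot tell free RNA from expression in keratinocytes. In TP the 3 genes together reached 116 CPM in melanocyte-like, 178 in EC-like, 247.5 in myeloid-like and 321 CPM in lymphocyte-like cells. The levels in keratinocytes lay within that range, so they show no excess that would need expression there. The use of inner root sheath-like cells as background for Col1a2 and Col3a1 assumes free RNA.

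The largest falls in TP were those of Krt28 (-2.98), Krt25 (-2.95), Cdh6 (-2.92), Krt71 (-2.89) and Top2a (-2.62) in DF-like cells, Dct (-3.09), Cnr1 (-3.08), Aspm (-2.98), Krt71 (-2.89) and Mlana (-2.88) in DPC-like cells, and Krt71 (-2.74), Krt25 (-2.74), Maml3 (-1.92), Fabp5 (-1.89) and Tchh (-1.86) in myeloid-like cells, on the log2 scale. Krt28, Krt25, Krt71 and Tchh are inner root sheath genes, so free RNA from those cells, which is lower where they make up a smaller share, may be their source. Krt71 then should fall in classes that were not used to see the pattern. Its log2 ratio was -2.97 in EC-like, -3.57 in melanocyte-like, -2.56 in lymphocyte-like and -2.42 in SMC-like cells, the smallest fall of the 4, but -0.07 in inner root sheath-like cells themselves. Krt25 and Tchh, which were not part of the test set beforehand, fell in the same 4 classes, with log2 ratios from -3.46 to -2.08 and from -3.52 to -1.8, and were 0.07 and 0.07 in inner root sheath-like cells, as free RNA would give. The falls of Krt28 and of the genes that are not of the inner root sheath were not tested.

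A greater depth of the TP cells was tested as a source of values that rise with depth. The share of DF-like cells with Ackr3 was 17.3% in TP after thinning to 1000 UMIs, not above the interval of the control, as depth would give. For the mean of ln(counts per 10000 + 1), the ratio of Ackr3 stayed at 1.34 after thinning, so depth does not account for all of its value. A change in class shares may also take part, since the control's class shares gave 0.479.

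Schwann-like and unnamed cells among the control cells of the DF-like cluster are a possible explanation of the higher collagen levels in TP. Without them the lowest of the lower limits of the ratios of Col1a1, Col1a2 and Col3a1 was 1.16, so they do not account for all of it. For Cxcl12, Mmp2 and Col16a1 the highest ratio without them was 1.08, that of Mmp2. Mmp2 had a ratio of 1.54 (1.37 to 1.73) with them, so its fall is as those cells would give. For Cxcl12 and Col16a1 no rise was detectable with them, so the test decides nothing for these genes. Free RNA from other classes was larger in the control cells, if Krt71 is its measure, and would lower the levels of fibroblast genes there. Without the Schwann-like and unnamed cells, Krt71 was 375.5 CPM in control and 71.49 CPM in TP. In inner root sheath-like cells it was 3897 and 3701 CPM. A part of the remaining collagen ratios from such dilution therefore stays open. Neither this nor a difference in the age or depth layer of the fibroblasts sampled was tested.

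Doublets of DPC-like cells and macrophages were tested as a source of Cxcr4 in DPC-like cells of TP. UMIs of macrophage genes made up 0.889 (0.498 to 1.495) times as large a share in the 111 Cxcr4-positive as in the 1225 Cxcr4-negative DPC-like cells, where doublets would raise it, which argues against such doublets as the source. In inner root sheath-like cells of TP Cxcr4 was 0.522 CPM, against 17.5 CPM in DPC-like cells. Within subcluster 5 of TP, Col6a1 ranked 1829 and Col15a1 2399 of 4013 genes by correlation with Cxcr4, from 11 Cxcr4-positive cells of 275.

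In macrophage-like cells without a Cxcr4 UMI, Atf3 was 2.95 (2.41 to 3.64) times as high in TP as in control and Jun 2.97 (2.49 to 3.56) times. In Cxcr4-positive cells, of which the control had 5, the ratio was 8.98 (3.06 to 43.6) for Atf3 and 1.395 (0.946 to 2.15) for Jun, so a rise of Jun is not shown in these cells. A ratio of at least 1.5 for Atf3 was set beforehand to speak for a rise with or without Cxcr4 and was met, but once the value had been seen the test was found to decide nothing, as cells without a Cxcr4 UMI need not lack Cxcr4. At the 59.0 CPM of macrophage-like cells of TP, a cell of median depth (4472 UMIs) would hold 0.264 UMIs, and if all cells held Cxcr4 at that level, 75.8% would show none, against 79.04% observed. Whether the rise of Atf3 needs Cxcr4 therefore stays open. Handling of the cells stays open as a source, as both are immediate-early genes.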
